# Characterization of a new murine cell line of sarcomatoid hepatocellular carcinoma and its application for biomarker/therapy development

**DOI:** 10.1038/s41598-017-03164-3

**Published:** 2017-06-08

**Authors:** Chia-Hung Yen, Chih-Chung Lai, Chen-Chung Liao, Sheng-Fan Wang, Yi-Jen Liao, Chien-Yi Tung, Jung-Hsien Hung, Shiu-Feng Huang, Yi-Ming Arthur Chen

## Abstract

Sarcomatoid hepatocellular carcinoma (SHC) is a rare type of HCC with significantly poorer survival than ordinary HCC. Little is known about the mechanism associated with SHC and its biomarkers and therapy. Here, we established a mouse liver cancer cell line and designated as Ymac-1. A sarcomatous appearance was observed in the allograft tumor arose from Ymac-1. Liver-secreted plasma proteins were found in Ymac-1 cultured supernatant by proteomics analysis. The positive staining of CK7, CK8, Vimentin and the suppressed expression of AFP indicated that Ymac-1 is a SHC cell line. Compared to its original tumor, an elevated level of EMT markers, N-cadherin and Vimentin, was found in Ymac-1. Ymac-1 displayed a higher migration rate and side population percentage than a mouse ordinary HCC cell line-Hepa1-6. Microarray analysis was performed to identify potential biomarkers/therapeutic targets for SHC. G6pd, a vital enzyme in pentose phosphate pathway, is highly expressed in Ymac-1. Depletion of G6pd in Ymac-1 reduced CD133 expression and sphere formation. Positive correlations between G6PD and CD133 were observed in human specimen. Higher expression of both G6PD and CD133 in tumor were associated with poor survival. In summary Ymac-1 can be a useful SHC cell model for novel biomarker and therapy development.

## Introduction

Sarcomatoid dedifferentiation of cancer cells (carcinomas with spindle-cell components) is one of the interesting histopathologic features of carcinomas^1, 2^. Sarcomatoid changes of carcinoma can be observed in many organs, including the kidney, bladder, prostate, lung, skin, thyroid, Gastrointestinal tract and liver^1, 3–5^. The incidence of sarcomatoid hepatocellular carcinoma (SHC) is quite low with ~2% in surgically resected cases and ~10% in autopsied cases^5, 6^. Although SHC is a very rare histologic variant of hepatocellular carcinoma (HCC), the prognosis of patients with the SHC was significantly worse than ordinary HCC cases^5, 7^. The poor prognosis has been attributed to the highly metastatic property of sarcomatous cells^8, 9^. In addition, SHC has been reported to be relatively resistant to transarterial (chemo) embolization (TAE/TACE) therapy, thus tumor recurs early after treatment^9, 10^. Interestingly, more than 20% of the cases who received anticancer treatment showed sarcomatoid changes, while a sarcomatous appearance was found in only 4.2% of the cases without anticancer treatment^11^. Together, SHC is a malignant liver tumor which possesses metastatic and chemotherapy resistant abilities.

It has been proposed that sarcomatoid cells in liver cancers are originated from trans-differentiation of HCC or cholangiocarcinoma^12, 13^. The activation of an epithelial–mesenchymal transition (EMT) program is proposed to play a crucial role in the trans-differentiation process from epithelial into sarcoma/sarcoma-like cells^1, 2, 14^. With regard to the histopathological characteristics, sarcomatoid elements of HCC showed positive staining for Vimentin. Cytokeratin 7 and 8 (CK7 and CK8) staining has been recommended for differentiating SHC from true sarcomas^8, 15–17^. In addition, unlike ordinary HCC that frequently expressed high level of α-fetoprotein (AFP), one special clinical features of SHC is characterized by the negative or low expression of AFP^16, 18^. However, due to the heterogeneity nature of liver cancer, it is difficult to distinguish SHC from ordinary HCC on imaging findings alone. SHC can only be detected in 1.8% of surgically resected cases, not even to mention detecting SHC form needle biopsy sample^18^. Therefore, identifying molecular markers for SHC early diagnosis are urgently needed. In addition, developing novel therapeutic modalities by targeting SHC population could also be benefit to future HCC management.

Glycine N-methyltransferase (GNMT) is a tumor suppressor gene for HCC^19, 20^. Two *Gnmt*−/− mouse models have been established and spontaneous HCC development was found in both *Gnmt*−/− mouse models^21, 22^. It has been reported that regeneration of the liver by hepatocyte is inhibited in *Gnmt*−/− mice^23^. Therefore, the normally dormant stem cells/progenitor cells in liver take the place of hepatocyte and proliferate and differentiate to replenish the liver parenchyma. Eventually, these stem cells/progenitor cells may undergo un-controlled proliferation and form liver tumors. Therefore, it is reasonable to hypothesize that liver tumor from *Gnmt*−/− mice should be composed of heterogeneous cell population containing stem cell/progenitor cell-like subpopulation. Previously, we established a cancer cell line from the liver tumor of *Gnmt*−/− mice and designated it as Ymac-1 cell. We successively subcultured the cell more than 100 passages. Herein, we showed that the cell morphology of Ymac-1 cell was not similar to typical epithelial type HCC cells. Surprisingly, a sarcomatous appearance was observed in the allograft tumor arising from Ymac-1 by both subcutaneously and orthotopic transplantation. The positive staining of CK8 and suppressed expression of AFP indicated Ymac-1 cell is a sarcomatoid HCC cell line. Furthermore, Ymac-1 cell expressed EMT markers and possessed cancer stem cell-like properties. Microarray profiling revealed the enrichment of glutathione pathway in Ymac-1 cell. Depletion of glucose-6-phosphate dehydrogenase (G6PD), the pivotal enzyme in pentose phosphate pathway and glutathione metabolism, reduced CD133 expression and sphere forming ability of Yamc-1 cell. Accordingly, Ymac-1 cell could be an excellent model for SHC research and may shed light on the prevention, diagnosis and treatment of SHC.

## Results

### Establishment of Ymac-1 cell line

We removed the liver tumor from a 22-month old *Gnmt*−/− mice. A small part of the tumor was fixed in formalin for histology examination. In consistency with our previous finding, the H&E staining revealed a typical HCC morphology with severe steatosis of liver tumor (Fig. 1A). The remaining tumor were minced and digested with collagenase and trypsin. The resultant cells were maintained on petri-dish in DMEM, and denominated as Ymac-1. We successively subcultured Ymac-1 cells for more than 100 passages. Pictures of the morphology of Ymac-1 cells showed elongated or triangular mesenchymal like cell shape (Fig. 1A). The morphology of Ymac-1 cells remained unchanged after the twentieth passage. The doubling time of Ymac-1 is around 32.2 hour (Fig. 1B). Next, we examined whether Ymac-1 cells express known hepatocyte and HCC markers. Compared to non-liver tissue (spleen and brain), Ymac-1 cells expressed a notable level of hepatocyte marker-Albumin despite the level still being far from that in normal liver tissue (Fig. 1C and Supplementary Fig. 1A). For HCC markers, Ymac-1 cells had a higher level of Glypican-3 and Survivin than liver tumor form *Gnmt*−/− mice, while they lack AFP expression (Fig. 1D–F and Supplementary Fig. 1B). The lack of Gnmt expression in all samples was also confirmed by qPCR (Fig. 1G). Next, we grew Ymac-1 cells in serum free medium and collected the culture supernatant for SDS-PAGE analysis. A remarkable signal around molecular weight of 69 KDa, which is believed to be albumin, was observed. A similar profile was observed in the cultured medium of a mouse HCC cell line-Hepa1-6 cell and in the serum of wild type mouse (Supplementary Fig. 1C). The SDS-PAGE gel was then used for proteomic analysis. In addition to Albumin, several liver secreted plasma proteins were also found in Ymac-1 cell cultured supernatant (Fig. 1H), which suggested the capability of Ymac-1 cells to produce and secret plasma proteins. Taken together, these findings suggested a hepatic origin of Ymac-1 cells.

**Figure 1:**
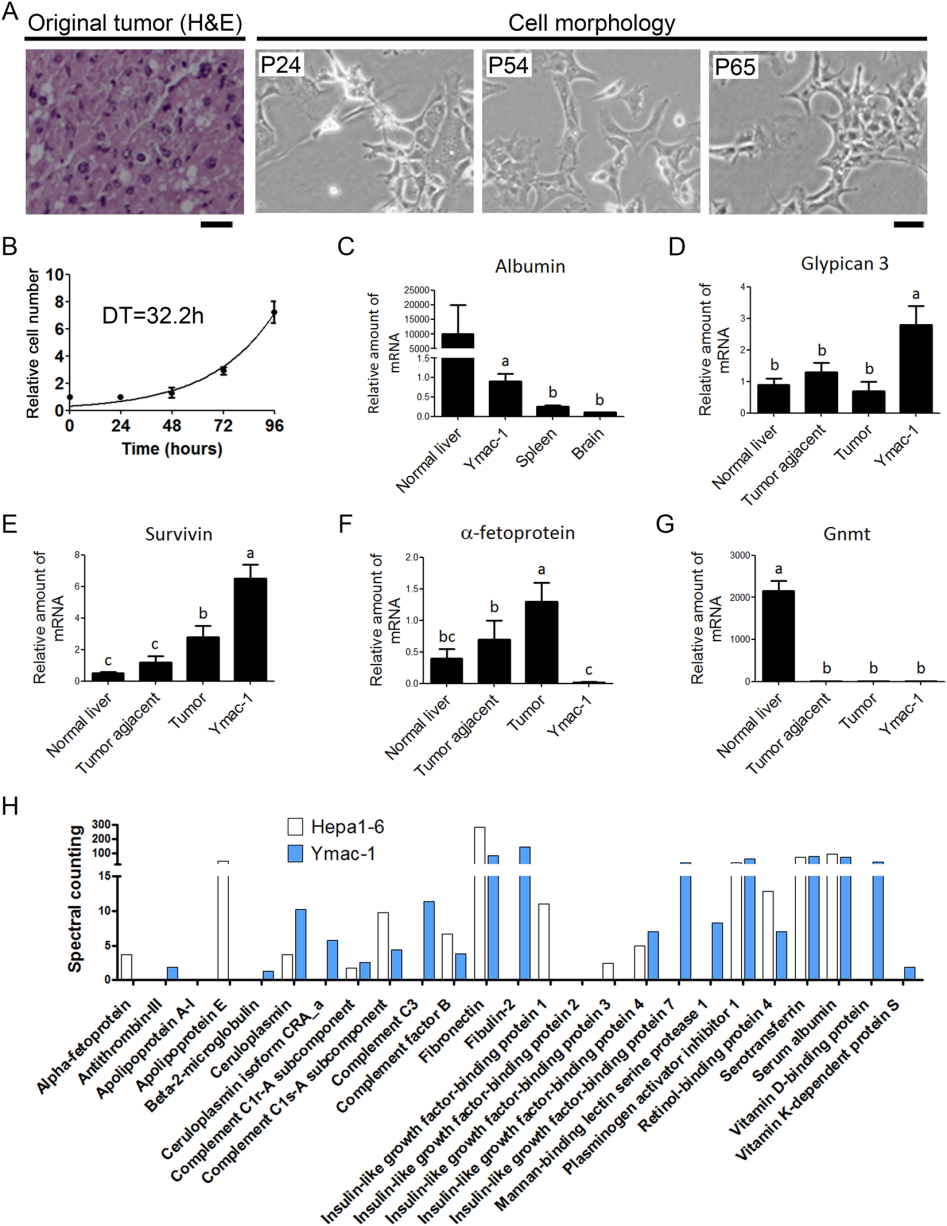
Establishment of Ymac-1 cell line. (**A**) H&E staining of original tumor and the cellular morphology of Ymac-1 at different passages. Bar: 25 μm. (**B**) Growth curve of Ymac-1 cell. Graphs show mean and s.d. of triplicate wells. DT, Doubling time. (**C**–**G**) mRNA expression levels of hepatocyte and HCC markers. n = 4~5 for samples from mice (normal liver, spleen and brain from wild-type mice, HCC tumor tissues and tumor-adjacent tissue from *Gnmt*−/− mice). RNA samples of Ymac-1 were harvested from 3 replicates. Data is presented as mean ± s.d. Means with the same letter are not statistically significant using one-way ANOVA test (*P* < 0.05). (**H**) Proteomic analyses of culture supernatant of Ymac-1 and Hepa1-6 cells cultured in serum free DMEM. The relative amount were quantified by spectral counting.

### Ymac-1 cell shows sarcomatoid HCC characteristics

To test whether Ymac-1 cell is tumorigenic, we transplanted 5 × 10^5^ Ymac-1 cells into NOD-SCID mice both subcutaneously (n = 3) and intrahepatically (n = 3). Allograft tumors were observed in all mice after 4 weeks of inoculation (Fig. 2A,B and Supplementary Fig. 2). To our surprise, pathological examination revealed a sarcomatoid appearance of all allograft tumors from Ymac-1 (Fig. 2C,D), while allograft tumor formed from Hepa1-6 cells displayed typical HCC morphological features (Supplementary Fig. 3). We stably expressed GFP in Ymac-1 cell, and used this cell to establish allograft tumor. Result from IHC staining with anti-GFP antibody demonstrated that the allograft tumor was developed from Ymac-1 cell (Fig. 2E). Since cytokeratin 7 and 8 (CK7 and CK8) are frequently used for differentiating SHC from true sarcomas^8, 15, 24^, we next determined the expression of these proteins in Ymac-1 allograft tumor. As shown in Fig. 2F and G, the allograft tumor formed from Ymac-1 cell was positive for both CK8 and CK7 staining. These findings together with the observation of lacking AFP expression in Ymac-1 cells (Fig. 1F) suggested that Ymac-1 cell is a sarcomatoid HCC cell line.

**Figure 2:**
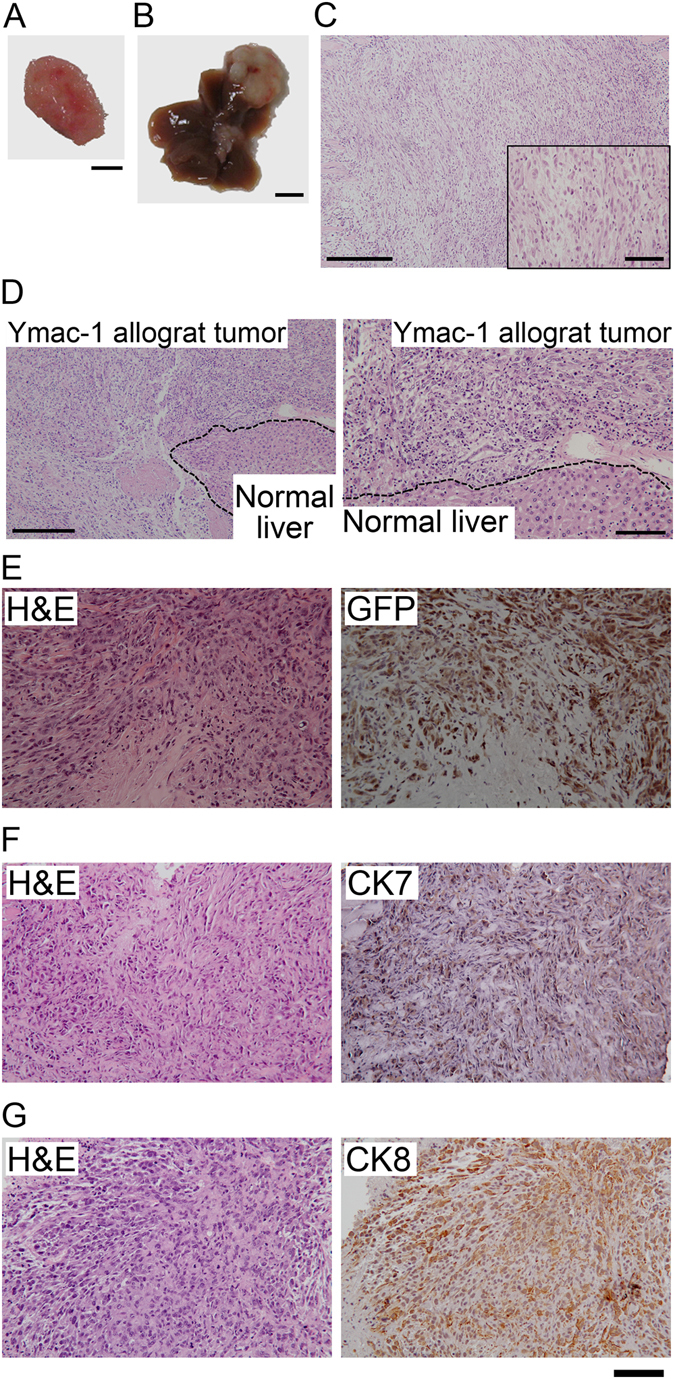
Ymac-1 cell showed sarcomatoid HCC characteristics. Gross pictures of Ymac-1 allograft tumor formed from subcutaneous (**A**) and intrahepatic (**B**) injection. Bar: 50 mm. (**C**) H&E staining of tumors from (**A**). Inset: higher magnification view. (**D**) H&E staining of tumors from (**B**). Right panel: higher magnification view of left panel. (**E**) H&E and IHC of GFP in GFP-expressed Ymac-1 allograft tumor section. (F-G) IHC of CK7 (**F**) and CK8 (**G**) and respective H&E staining in representative Ymac-1 allograft tumor section. Bars: 250 μm for lower magnification of (C and D), 50 μm for inset in (**C**), 100 μm for higher magnification of (**D**) and for (**E**) to (**G**).

### Ymac-1 cell displays characteristics consistent with EMT

EMT has been implicated in the process of epithelial transdifferentiation into sarcoma/sarcoma-like cells^1, 2, 14^. As shown in Figs 1A and 2C, Ymac-1 cells rather displayed elongated, irregular fibroblastoid morphology than a typical polygonal epithelial morphology, and the allograft tumor from Ymac-1 cell showed a sarcomatoid morphology. We then examined whether Ymac-1 cell displays EMT-like characteristics. Compared to HCC samples from *Gnmt*−/− mice, the mRNA and protein level of N-cadherin and Vimentin increased dramatically in Ymac-1 cells, while E-cadherin protein expression was greatly reduced in Ymac-1 cells (Fig. 3A,B). Moreover, results from wound healing assay showed that Ymac-1 cells migrated more rapidly than Hepa1-6 cells (Fig. 3C). Since sarcomatoid HCC is a malignant liver tumor, we used anchorage-independent colony formation as a measure of malignant potential of Ymac-1 cell. As shown in Fig. 3D, Ymac-1 cells formed colonies in soft agar in a dose-dependent manner.

**Figure 3:**
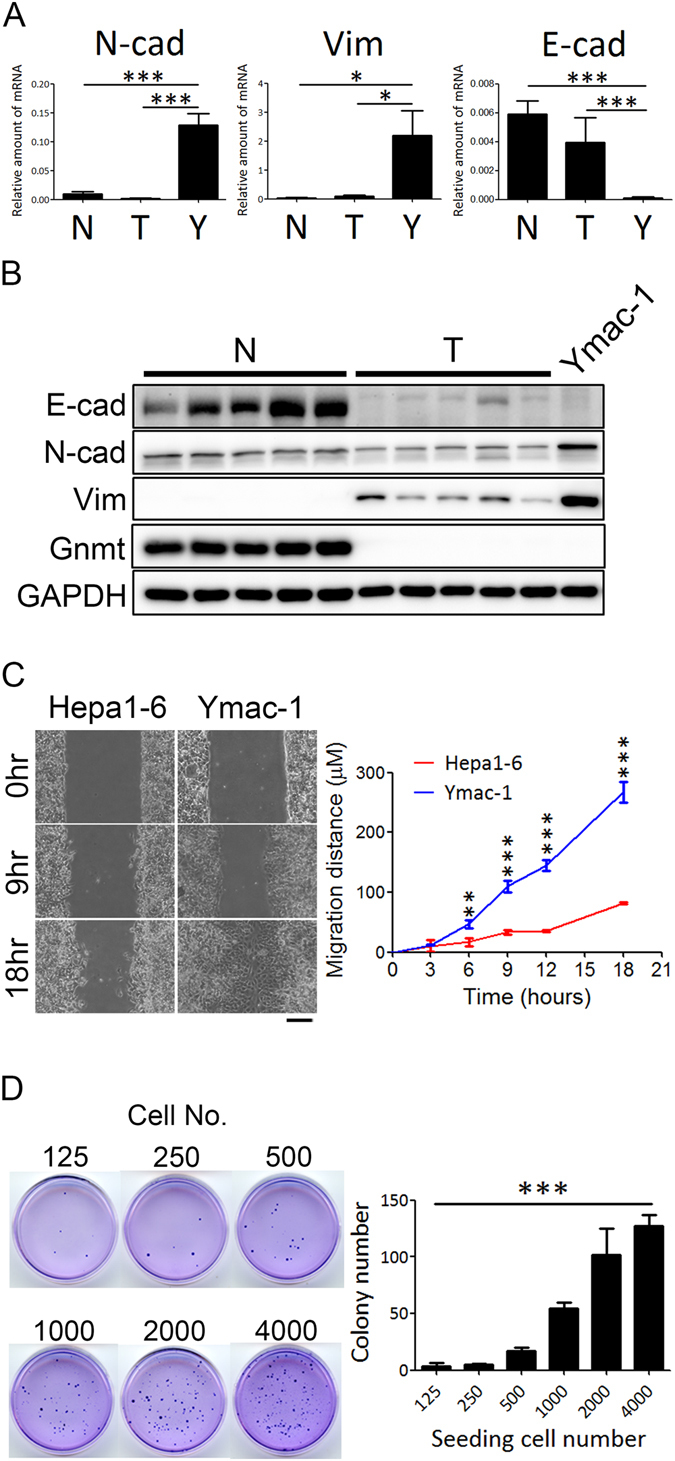
Ymac-1 cell displays characteristics consistent with EMT. (**A**) Determination of N-cadherein (N-cad), E-cadherin (E-cad), Vimentin (Vim) mRNA expression in normal liver (N, n = 3), HCC tissues from *Gnmt*−/− mice (T, n = 4) and Ymac-1 cells (Y). Data is presented as mean ± s.d. *P < 0.05 and ***P < 0.001, using Student’s t-test. (**B**) Western blot of analyses of N-cad, Vim, and E-cad in normal liver (N, n = 4), HCC tissues from *Gnmt*−/− mice (T, n = 4) and Ymac-1 cells. (**C**) Representative picture and quantitative results of wound healing assay of Ymac-1 and Hepa1-6 cells. Bar: 100 μm. Data is presented as mean ± s.d. **P < 0.01, ***P < 0.001, using repeated measures ANOVA analysis with a Bonferroni post hoc test. (**D**) Anchorage-independent growth of Ymac-1 cell. Right panel is the quantitative results. Data is presented as mean ± s.d. ***P < 0.001, significant linear trend over dose levels.

### Cancer stem cell like properties of Ymac-1 cells

Studies indicated that the cancer stem cells (CSCs) also expressed EMT markers. Moreover, CSC population can be increased by inducing EMT in transformed epithelial cells^25, 26^. Thus, we tested whether Ymac-1 cells also acquired CSC-like properties. We investigated the tumorigenic ability of Ymac-1 cells. Different numbers (from 10^5^ down to 500) of Ymac-1 cells mixed with matrigel were injected in the right flank of NOD-SCID mice. As shown in Fig. 4A, the tumorigenicity of Ymac-1 was 100% (12/12) even when only 500 cells had been injected. These data suggested that the Ymac-1 cell population is enriched in cells that are capable of initiating tumor in NOD-SCID mice. The sphere-forming efficiency is commonly used to evaluate the number of CSCs in a cancer cell line. We examined the sphere-forming efficiency of Ymac-1 cells by using this approach. The sphere-forming efficiency of Ymac-1 cells was around 2% (~200 spheres in 10,000 cells) (Fig. 4C). The sphere-forming efficiency of secondary sphere was even higher (~8%) indicating further enrichment of stem cells in the primary sphere cell population (Fig. 4D). Moreover, an elevated level of the stem cell markers such as Oct4, Nanog, Sox2, CD90, Grp78 and CD13 was observed in the spheres formed from Ymac-1 cells (Fig. 4E and Supplementary Fig. 4). The side population (SP) assay is a frequently used assay for isolating or enumerating stem-like cells in cancer^27, 28^. We examined Ymac-1 cells for a SP using DNA staining with the fluorescent dye Hoechst33342. SP cells were detected in Ymac-1 cells at frequencies of ~2.7%, while there was only ~0.5% SP cells observed in Hepa1-6 cell line (Fig. 4F). Together, our results suggested that a substantial population of Ymac-1 cells possess CSC-like characteristics.

**Figure 4:**
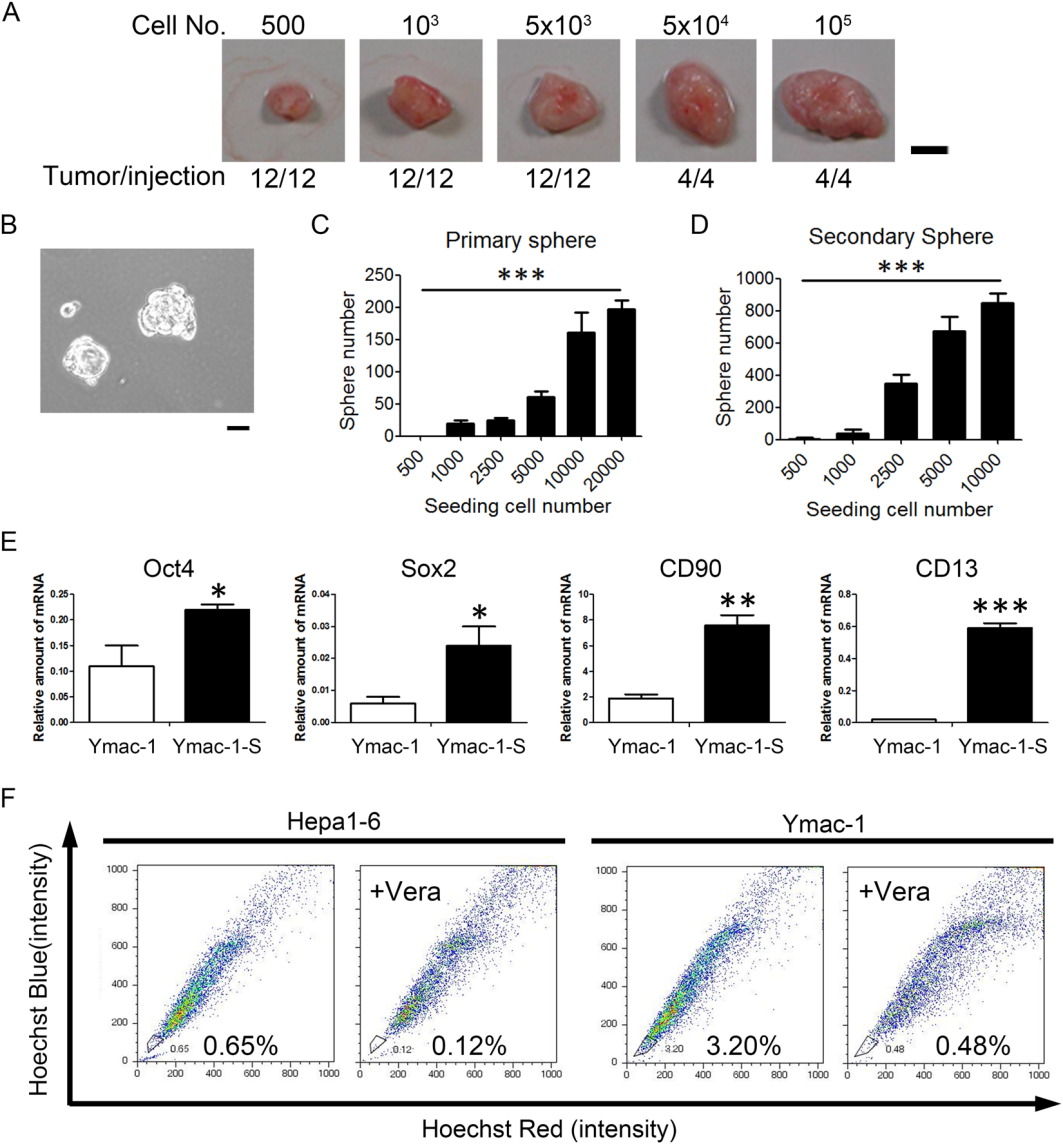
Cancer stem cell like properties of Ymac-1 cells. (**A**) Tumorigenicity of Ymac-1 cell. Different numbers of Ymac-1 cells were injected subcutaneously in NOD-SCID mice. All the injections developed tumor within 2 months. Bar: 50 mm. (**B**) Primary sphere formed from Ymac-1 cells. (**C**) Quantitative results of sphere-forming efficiency of (**B**). (**D**) Secondary sphere-forming efficiency of Ymac-1 cells. Data is presented as mean ± s.d. ***P < 0.001, significant linear trend overdose levels (for **C** and **D**). (**E**) The expression of stemness markers in non-sphere (Ymac-1) and sphere (Ymac-1-S) cells. Data is presented as mean ± s.d. *P < 0.05 and **P < 0.01, using Student’s t-test. (**F**) Side population (SP) assay. The SP cells are outlined and shown as a percentage of the total cell population. This cell population was reduced in the presence of verapamil (Vera).

### Microarray analysis of Ymac-1 cells

Our findings indicated that Ymac-1 cell is a malignant cell line with sarcomatoid HCC characteristics. In order to identify potential markers and therapeutic targets of sarcomatoid HCC, microarray analysis was performed with RNA prepared from Ymac-1 cells. 

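RNA from Ymac-1 cells, from HCC tissue of a female Gnmt−/− mouse and from the liver of a female wild type mouse was hybridized to Mouse Whole Genome OneArrays and read in the single colour Cy5. There was 1 array per condition, so no difference between them has a replicate check and no P value was computed. The table holds 26423 probes per array as linear, background-subtracted intensities made by the authors, with 5.59% of the values at or below 0 in normal liver, 2.68% in HCC and 5.11% in Ymac-1. The median probe read 15.8 in normal liver, 38.5 in HCC and 27.6 in Ymac-1, and the upper quartiles were 193, 336 and 305. How the arrays were scaled to one another is not given in the sources used here, and the deposited scaling was kept. The paper takes the liver and HCC profiles from an earlier series, and the arrays used here are those so labelled in the same table as Ymac-1. Intensities under 50 were set to that floor before the log2 step. 10195 probes lay above it in normal liver, 12540 in HCC and 11408 in Ymac-1 (38.6%, 47.5% and 43.2%). Each of 19084 genes was represented by its probe with the highest mean log2 value, and a gene was counted as higher or lower at a log2 difference of at least 1 in size, the ratio the methods state. A fold against a reading at or under the floor is a lower bound. Percentiles of gene lists are those among 10000 random lists of the same size matched on mean log2 value, as a description of these arrays.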

The results were used to compare with the microarray data of liver tissues from wild type mice and HCC tissues from *Gnmt*−/− mice (GEO accession number: GSE9809)^21^. 

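Gnmt, the gene disrupted in the tumor's mice, read 3583 in normal liver, 15.6 in HCC and 56.1 in Ymac-1, and was at least 71.7-fold lower in HCC than in liver. Whether its probe lies in the deleted part of the gene is not given in the sources used here. The fetal liver genes and imprinted genes of HCC stood apart in the tumor. Of 18 such genes measured, 12 were higher in HCC than in normal liver and none was lower, and their median difference was 1.09 above the mean of the matched random lists (percentile 100). Igf2, a fetal growth factor, lay just above the floor in normal liver and read 18984 in HCC and 889 in Ymac-1. Afp, the fetal counterpart of albumin, was at least 16.4-fold higher in HCC than in liver and 10.9-fold lower in Ymac-1 than in HCC.
In Ymac-1 the hepatocyte program was mostly at the floor. Of 32 measured hepatocyte markers, 31 were lower in Ymac-1 than in HCC and none was higher, with a median log2 difference of -7.44, and 21 of them lay at or under the floor in Ymac-1. Alb read 33715 in normal liver and 50944 in HCC and was at least 1019-fold lower in Ymac-1 than in HCC. Hpx, the heme carrier of plasma, read 22476 in normal liver, 31851 in HCC and 189 in Ymac-1. Trf, which encodes transferrin, read 14671 in Ymac-1 against 42362 in HCC. Markers of other liver cells were low in the cell line as well. 18 of 20 macrophage and Kupffer cell markers, 20 of 21 endothelial markers, 15 of 22 stellate cell and fibroblast markers, 8 of 13 neutrophil markers and 4 of 5 erythroid markers were lower in Ymac-1 than in HCC. Lcn2, which encodes an antimicrobial protein of neutrophils that injured hepatocytes also make, read 546 in normal liver, 16956 in HCC and 495 in Ymac-1. Dcn, a matrix proteoglycan gene of stellate cells and fibroblasts, read 13481 in normal liver, 29179.7 in HCC and 90.7 in Ymac-1. Bile duct markers were divided, with 6 of 13 higher in Ymac-1 than in HCC and 3 lower. Krt19, a keratin of bile duct cells, read 110.2 in HCC and 7891 in Ymac-1.
In all, 3028 genes were higher and 143 lower in HCC than in normal liver, and 2810 were higher and 3033 lower in Ymac-1 than in HCC. The HCC array was brighter as a whole. Among the 7687 genes above the floor on all 3 arrays, the median log2 difference of HCC over normal liver was 0.65 and that of Ymac-1 over HCC was 0.06. Measured against that median, Igf2 was higher in HCC by 7.83 and Lcn2 by 4.31 on the log2 scale. The share of higher genes among those that differed between HCC and liver was 95.5% as deposited, 59.4% after quantile normalization (916 higher and 626 lower) and 14.9% with each array centred on its median (502 and 2874). Between Ymac-1 and HCC it was 48.1% as deposited and 54.0% after quantile normalization (3055 and 2602). With each array centred on its median it was 70.2% (4395 and 1868). Median centring did not bring the genes above the floor on all 3 arrays near 0. Their median became -0.75 for HCC over liver and 0.74 for Ymac-1 over HCC, against -0.08 and 0.16 after quantile normalization.

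**Figure D1:**
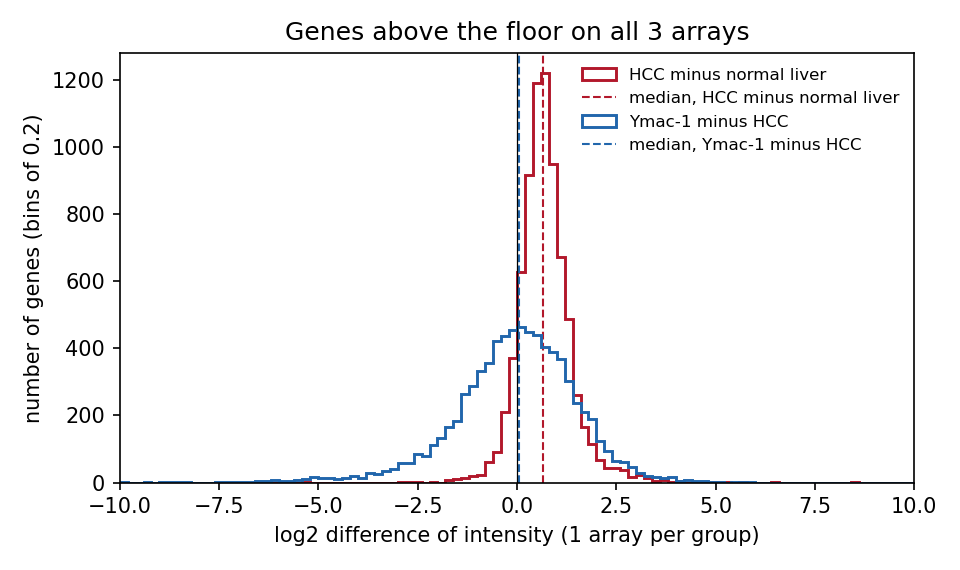
Histograms of the log2 difference of HCC over normal liver and of Ymac-1 over HCC for the 7687 genes above the floor on all 3 arrays, with the number of genes on the vertical axis and a dashed line at each median. The HCC over liver differences are narrow and centred on 0.65, and the Ymac-1 over HCC differences are wide and centred on 0.06.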

We focused on the genes that progressively up- or down-regulated from normal liver to HCC, then to sarcomatoid HCC (pattern I); and the genes changed only in sarcomatoid HCC (pattern II) (Fig. 5A,B). 

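Progressively higher genes included Cd24a, a surface glycoprotein of progenitor cells, which read 69.9 in normal liver, 895 in HCC and 15843 in Ymac-1. Cep55, needed for the last step of cell division, read 137 in normal liver, 1572 in HCC and 13528 in Ymac-1, and Sox4, a transcription factor of progenitor cells, read 50.6 in normal liver, 435 in HCC and 3085 in Ymac-1. Basp1, Akap12 and Anxa1, which encode proteins that bind the cell membrane or the signalling complexes beneath it, were 19.5-fold, 8.52-fold and 14.3-fold higher in Ymac-1 than in HCC, after 7.75-fold, 10.3-fold and 8.49-fold from normal liver to HCC. These are the 6 genes of the pattern whose smaller step was largest, among those above the floor on all 3 arrays. Vim, the intermediate filament of mesenchymal cells, and Krt8, a keratin of hepatocytes, followed the same order, with Vim at 812 in normal liver, 5943 in HCC and 37270.3 in Ymac-1, and Krt8 at 1859 in normal liver, 10538 in HCC and 28088 in Ymac-1.
By the same rule the progressively lower genes were Snord118, Sugct, Enho, Hsd11b1, Abhd1 and Clstn3. Hsd11b1, the enzyme that regenerates active glucocorticoid in the liver, read 49274 in normal liver, 16211 in HCC and 111 in Ymac-1. Enho, which encodes the liver peptide adropin, read 1208 in normal liver, 396 in HCC and 53.5 in Ymac-1. Snord118, a small nucleolar RNA, read 2870.2 in normal liver, 378 in HCC and 90.7 in Ymac-1. Sugct, a mitochondrial enzyme gene, was 3.29-fold lower in HCC than in liver and 3.34-fold lower in Ymac-1 than in HCC. The steps of Abhd1 were 3.02-fold and 16.5-fold, and those of Clstn3 2.91-fold and 3.98-fold.
Genes higher in Ymac-1 alone were led by Krt7, the bile duct keratin that the paper stains in allograft tumors, at 63.4 in normal liver, 108 in HCC and 6382 in Ymac-1. Fhod3, which organizes actin, read 89.1 in normal liver, 73.7 in HCC and 4479 in Ymac-1, and Cryab, a small heat shock protein gene, read 142 in normal liver, 242 in HCC and 11723 in Ymac-1. Hells, a chromatin remodeler of dividing cells, and Cenpk, a centromere protein gene, were 30.9-fold and 27.6-fold higher in Ymac-1 than in HCC, and Gimd1 26.7-fold. Fhod3 and Gimd1 left the set after quantile normalization, where they were lower in HCC than in liver by 1.37 and 1.17, and Cenpk with each array centred on its median, where it was lower by 1.11. Genes lower in Ymac-1 alone were led by products of hepatocytes. Apoa2, an apolipoprotein of HDL, read 58554 in normal liver, 65665 in HCC and 69.8 in Ymac-1, the liver and HCC readings lying near the ceiling of the scanner. Apof read 20746 in normal liver, 35514 in HCC and 53.6 in Ymac-1, and Apoc4 21872 in normal liver, 17659.5 in HCC and 103 in Ymac-1. Serpinf2, the plasmin inhibitor of plasma, was 451-fold lower in Ymac-1 than in HCC, Hpn, a membrane protease gene of hepatocytes, 344-fold, and Slc25a47, a mitochondrial carrier gene of the liver, 410.1-fold. Median centring of the arrays makes Apoa2, Apoc4 and Slc25a47 progressively lower, by 1.24, 1.71 and 1.26 from liver to HCC.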

There are 785 and 78 progressively up- and down-regulated genes, respectively, belonging to pattern I; and 1681 and 1025 genes up- and down-regulated, respectively, only in sarcomatoid HCC which were categorized as pattern II (Supplementary Table 1). 

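DNA replication and cell cycle genes entered both sets of higher genes as deposited. Of 34 DNA replication genes measured, 21 were in pattern II up and 5 in pattern I up, and of 116 cell cycle genes 40 and 16. Over all genes 74.6% of the up lists and 94.7% of the down lists belonged to pattern II, and a preference of these groups for a pattern was not tested. The replication genes Mcm3, Mcm6 and Lig1 left pattern I for pattern II after quantile normalization, where their steps from liver to HCC were 0.18, 0.18 and 0.53. Dbf4 and Mad2l1 of the cell cycle list kept pattern I there. The median HCC over liver difference of the replication list was 0.44 as deposited, below the matched mean of 0.68. Birc5, which encodes the mitotic protein Survivin, was among the progressively higher genes as deposited, at 24.5, 127 and 3306 in normal liver, HCC and Ymac-1, and higher in Ymac-1 alone after quantile normalization, where its step from liver to HCC was 0.90. Cdh2, which encodes N-cadherin, was in pattern II up and read 794 in normal liver, 866 in HCC and 6257 in Ymac-1, though with each array centred on its median it was lower in HCC than in liver by 1.28 and left the set. Of 32 hepatocyte markers 27 were in pattern II down and 2 in pattern I down. Of 34 genes of drug metabolism by cytochrome P450, 20 were in pattern II down and 6 in pattern I down, the latter including Cyp2b9 and Cyp2b13, near-identical genes that female mouse liver expresses more than male liver and that a probe can read together.
A gene was counted in pattern I when both steps passed the log2 threshold in one direction, and in pattern II when both Ymac-1 differences passed it and the difference of HCC from liver did not. Pattern I held 700 genes up and 73 down, and pattern II 2058 up and 1297 down. Of these, 506, 24, 1271 and 788 lay above the floor on all 3 arrays. The balance of pattern I depended on the scaling. Its share of higher genes was 90.6% as deposited, 55.4% after quantile normalization (251 up and 202 down, 240 and 62 of them shared with the deposited scaling) and 22.5% with each array centred on its median (186 and 642). For pattern II the share was 61.3% as deposited and 57.0% after quantile normalization (2303 up and 1734 down, 1712 and 1108 of them shared with the deposited scaling). With each array centred on its median it was 72.3% (2457 and 942).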

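DNA replication had the largest share of its genes in the up lists among the pathway lists counted here. 26 of 34 measured genes were in pattern I or II up, against a mean of 9.09 in matched random lists (percentile 100). Mcm3 and Mcm6, parts of the replicative helicase, were 18.3-fold and 15.2-fold higher in Ymac-1 than in HCC, and Lig1, which joins new DNA strands, 7.47-fold. Of the cell cycle genes, 56 of 116 were in the up lists against a mean of 25.0 (percentile 100), with Dbf4, the activator of an origin kinase, at 249 in HCC and 5711 in Ymac-1, and Mad2l1, of the spindle checkpoint, at 153 and 3045. Ccne2, which encodes a cyclin of the G1/S transition, was 3.30-fold lower (higher by 0.73 on the log2 scale with the mean of its probes). Mismatch repair had 14 of 19 genes there (percentile 100.0). Its members Pold2 and Rpa3, which also serve replication, were 12.3-fold and 10.5-fold higher in Ymac-1 than in HCC. Of the p53 signaling genes 24 of 56 were in the up lists (percentile 100.0). Ccnd2, a D cyclin gene, was 11.2-fold higher in Ymac-1 than in HCC and Pmaip1, a cell death gene that p53 induces, 9.56-fold, while Sfn, another p53 target, was 4.38-fold lower.
Nucleotide synthesis was also represented, with 13 of 30 pyrimidine genes (percentile 99.1) and 10 of 20 purine genes (percentile 99.7). Uck2, a uridine salvage kinase, was 36.4-fold higher in Ymac-1 than in HCC, Rrm2, of ribonucleotide reductase, 7.13-fold and Ppat, the first enzyme of purine synthesis, 5.49-fold. Cmpk2, a mitochondrial kinase gene that interferon induces, was 6.74-fold lower. The aminoacyl-tRNA synthetases had 16 of 35 genes in the up lists (percentile 99.7), led by Rars and Cars, at 5.87-fold and 5.10-fold higher in Ymac-1 than in HCC. The proteasome had 13 of 39 (percentile 98.5, and 77.3 after quantile normalization). Pomp, its assembly factor, was 3.34-fold higher in Ymac-1 than in HCC, and Psmb8, a subunit of the immunoproteasome, 17.6-fold lower. Focal adhesion and matrix genes, with 20 of 74 (percentile 90.2), lay inside the central 95% of matched random lists, and at percentile 99.8 of random lists drawn from all genes, a background chosen after seeing the data. Cav1, the coat protein of caveolae, was 36.1-fold higher in Ymac-1 than in HCC and Flt1, a receptor of endothelial cells, 20.4-fold lower. The names of these groups come from Fig. 5D, which rests on the Ymac-1 profile and on liver and HCC profiles that can be those used here, so their counts are not independent evidence of the direction, and their genes were listed from general knowledge of each pathway.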

All the up- and down-regulated genes of pattern I and II were used separately for pathway enrichment analyses by DAVID (http://david.abcc.ncifcrf.gov/) (Fig. 5C). Only the glutathione metabolism pathway showed significant enrichment associated with both up- and down-regulated gene lists (Fig. 5D). 

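Genes of liver metabolism were over-represented among the genes lower in Ymac-1. Of the genes of drug metabolism by cytochrome P450, 26 of 34 were in pattern I or II down, against a mean of 4.65 in matched random lists. Ugt2b35, a glucuronosyltransferase, and Aox1, aldehyde oxidase, were 32.3-fold and 24.6-fold lower in Ymac-1 than in HCC. Fatty acid oxidation had 19 of 28 and branched-chain amino acid degradation 24 of 37 genes there, with Acaa1b, a peroxisomal thiolase of both lists, at 34858 in normal liver, 27056 in HCC and 1071 in Ymac-1. Oxct1, which uses ketone bodies, went the other way, at 189 in normal liver, 923 in HCC and 6722 in Ymac-1. PPAR signaling had 29 of 57 in the down lists. Fabp4, a fatty acid carrier of fat cells and macrophages, read 78.1 in normal liver, 7149 in HCC and 88.6 in Ymac-1, and Scd2, a fatty acid desaturase, was 3.24-fold higher in Ymac-1 than in HCC. Retinol metabolism had 13 of 27, with Aldh1a7 131-fold lower in Ymac-1 than in HCC and Rdh10, which oxidizes retinol, 16.3-fold higher. Complement and coagulation had 30 of 61, with C8g, of the membrane attack complex, 123-fold lower and F3, tissue factor, 9.43-fold higher. Tryptophan degradation had 16 of 26, with Haao at 6424 in HCC and 179.9 in Ymac-1, and bile acid synthesis 11 of 16, with Acox2 at 6543 and 643. Each of these lists lay at percentile 100 of the matched random lists, beside the hepatocyte markers with 29 of 32 genes in the down lists. Their names also come from Fig. 5D.
Glutathione metabolism was split. Of 50 measured genes, 12 were in the up lists, where matched random lists gave a mean of 10.7 and a central 95% range of 6 to 16 (percentile 68.0). 13 were in the down lists, where the mean was 6.05 and the range 2 to 11 (percentile 99.7). After quantile normalization these percentiles were 77.0 and 96.7. Chac1, which degrades glutathione, was 14.1-fold higher in Ymac-1 than in HCC, and Gstt1, a glutathione transferase of the liver, 76.0-fold lower. Of the 19 pathway lists, 8 stood above the central range of matched random lists in the up lists alone, 9 in the down lists alone and 0 in both. Random lists drawn from all genes, a background chosen after seeing the data, gave glutathione percentiles of 96.4 up and 99.99 down. Against that background too, 0 of the pathway lists stood above the range in both. In the paper's own DAVID test, which was not run here and uses another measure, glutathione metabolism alone was associated with both lists. The paper then takes up a pair of genes of this pathway.

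**Figure D2:**
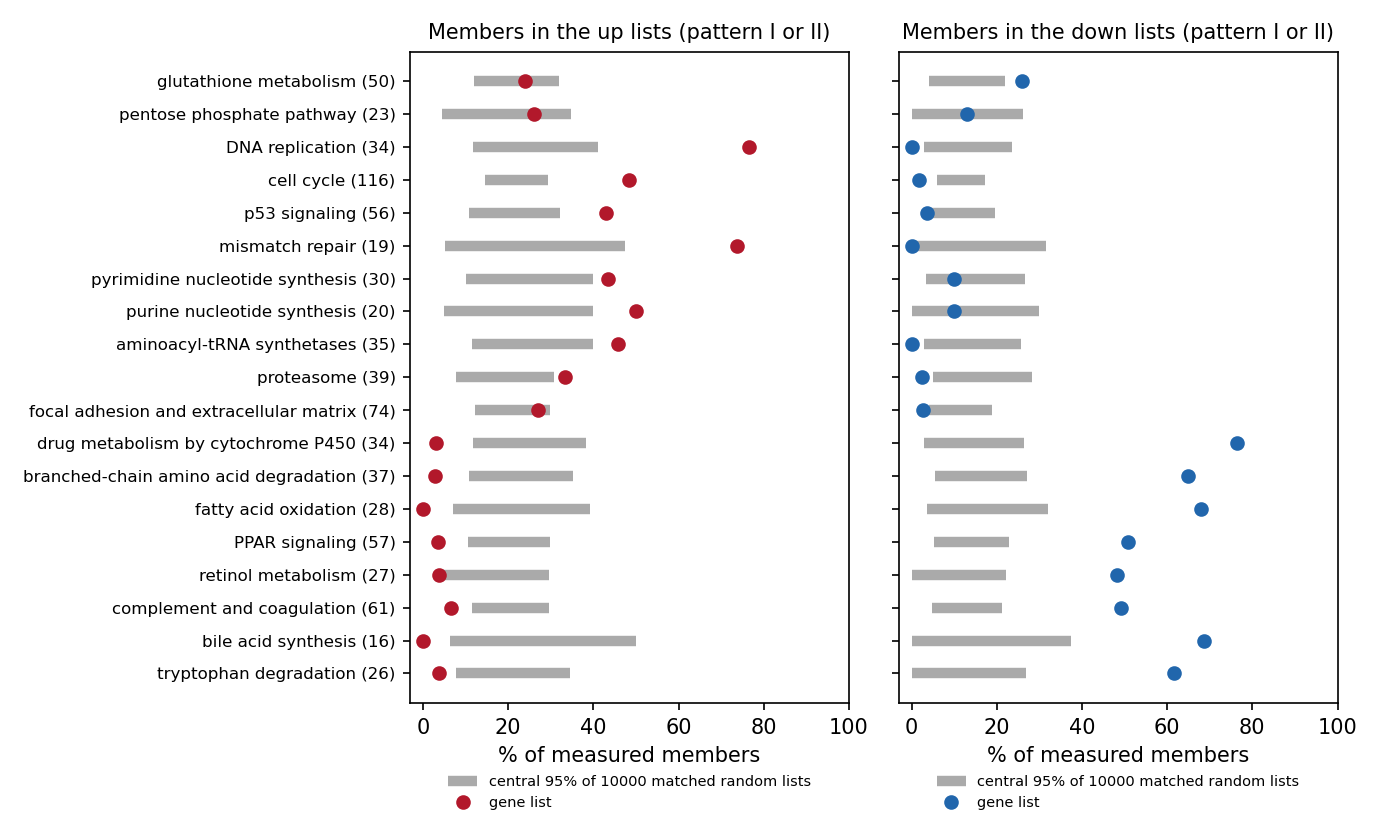
Percent of the measured members of each of the 19 pathway lists that lay in the up lists and in the down lists (points), with the central 95% of 10000 matched random lists (bars). Replication and nucleotide pathways sit to the right of their bars for the up lists, liver metabolism to the right for the down lists, and glutathione metabolism, with 12 up and 13 down, to the right for the down lists alone.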

Among the altered genes involved in glutathione metabolism pathway (Supplementary Table 2), two genes, glucose-6-phosphate dehydrogenase (G6pd) and 6-phosphogluconate dehydrogenase (6Pgd), called our attention. 

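Pgd, which encodes 6-phosphogluconate dehydrogenase and makes NADPH in the oxidative branch of the pentose phosphate pathway, read 118 in normal liver, 503 in HCC and 1639 in Ymac-1. It was 4.27-fold higher in HCC than in liver and 3.26-fold higher in Ymac-1 than in HCC, and after quantile normalization the steps were 1.33 and 1.68 on the log2 scale. With each array centred on its median the first step was 0.69, under the threshold, and Pgd was higher in Ymac-1 alone. Chac1, Rrm2 and Rrm2b, the last of these a p53-induced subunit of ribonucleotide reductase, were the other members of the glutathione list in pattern I up, and read 4310.1, 3188 and 454 in Ymac-1 against 97.4, 39.9 and 81.4 in normal liver. After quantile normalization the steps of Chac1 and Rrm2b from liver to HCC were 0.80 and 0.47, under the threshold, and both were higher in Ymac-1 alone. Higher in Ymac-1 alone were Srm, which makes spermidine, the transferase genes Gsto1, Gsto2, Gstp1, Gstm1 and Mgst2, and Gpx8 and Rrm1. Srm read 805 in normal liver, 934 in HCC and 7861 in Ymac-1, and Gsto1 12182 in normal liver, 11098 in HCC and 36592 in Ymac-1. The 13 members lower in Ymac-1 alone were mostly glutathione transferases of the liver, namely Gsta3, Gsta4, Gstk1, Gstm4, Gstm7, Gstt1, Gstt2, Gstt3 and Mgst1. Gstk1 read 7947 in normal liver, 5458 in HCC and 20.4 in Ymac-1, and Gstt3 9525 in normal liver, 10886 in HCC and 234 in Ymac-1. The others were Anpep, Gpx1, Oplah and Gss, which completes glutathione synthesis and was 2.61-fold lower in Ymac-1 than in HCC. After quantile normalization Anpep was lower in HCC than in liver as well, and Gpx1 was lower in Ymac-1 than in HCC by 0.87, short of the threshold. Of the 25 members in a pattern, 21 kept it after quantile normalization and 9 with median centring. Near-identical transferase genes can share signal between their probes. Gpx3, the glutathione peroxidase of plasma, stood highest in HCC, at 355 in normal liver, 14076 in HCC and 2481 in Ymac-1.
The pentose phosphate pathway as a whole had 6 of 23 measured genes in the up lists (percentile 85.8) and 3 of 23 in the down lists (percentile 61.8). Prps1, which makes the ribose donor of nucleotides, was 3.27-fold higher in Ymac-1 than in HCC, Pgm2 3.20-fold, and Fbp1, of gluconeogenesis, at least 231-fold lower.

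**Figure D3:**
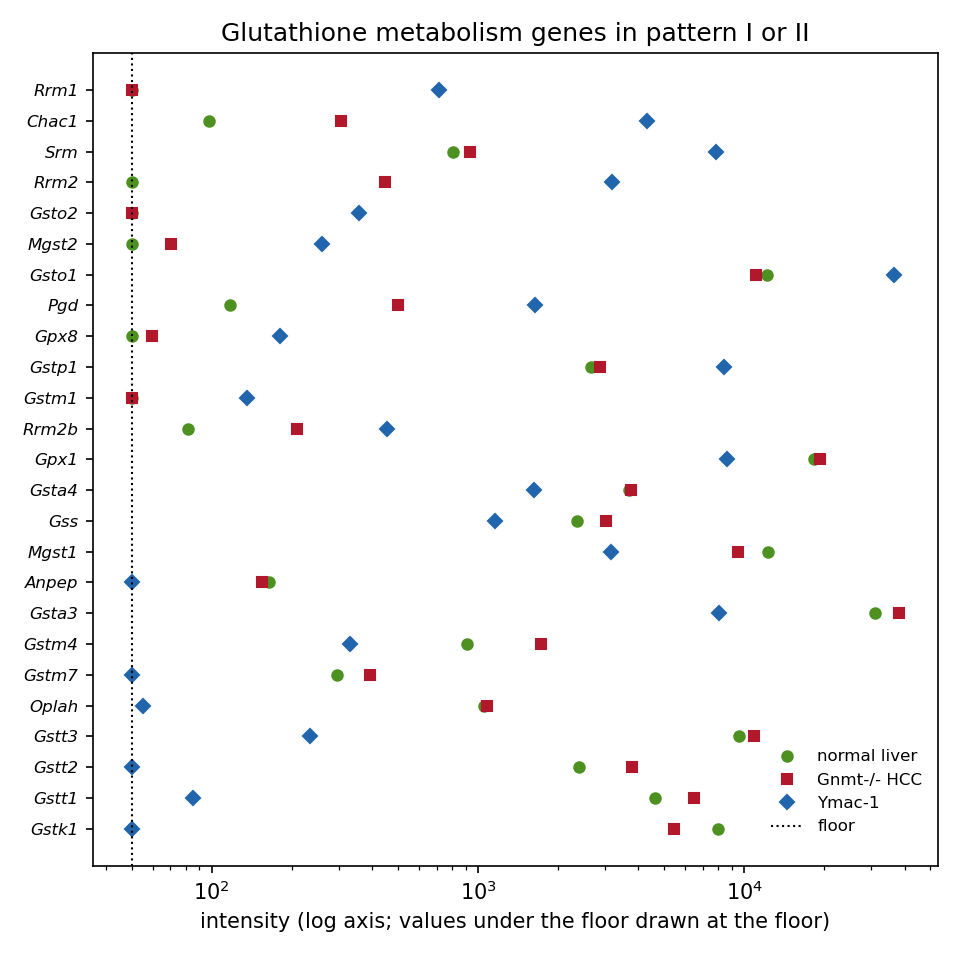
Linear intensity, on a log axis, of the members of the glutathione list in pattern I or II, in normal liver, HCC and Ymac-1 (1 array each), with the floor of 50 as a dashed line. The 12 up members have their Ymac-1 point highest, and the 13 down members have it lowest.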

G6PD is a rate-limited enzyme of the pentose phosphate pathway (PPP). The main physiological function of the PPP is to produce NADPH and ribose 5-phosphate. There are two functions of NADPH: first, it provides reducing power and acts as a vital cofactor for many enzymatic reactions in various macromolecular biosynthesis pathways; second, it is also a crucial antioxidant, reducing the reactive oxygen species (ROS) production during rapid cell proliferation. Since G6PD is the vital enzyme and is responsible for the production of NADPH in PPP^29^, we next investigated the role of G6pd in Ymac-1 cells.

**Figure 5:**
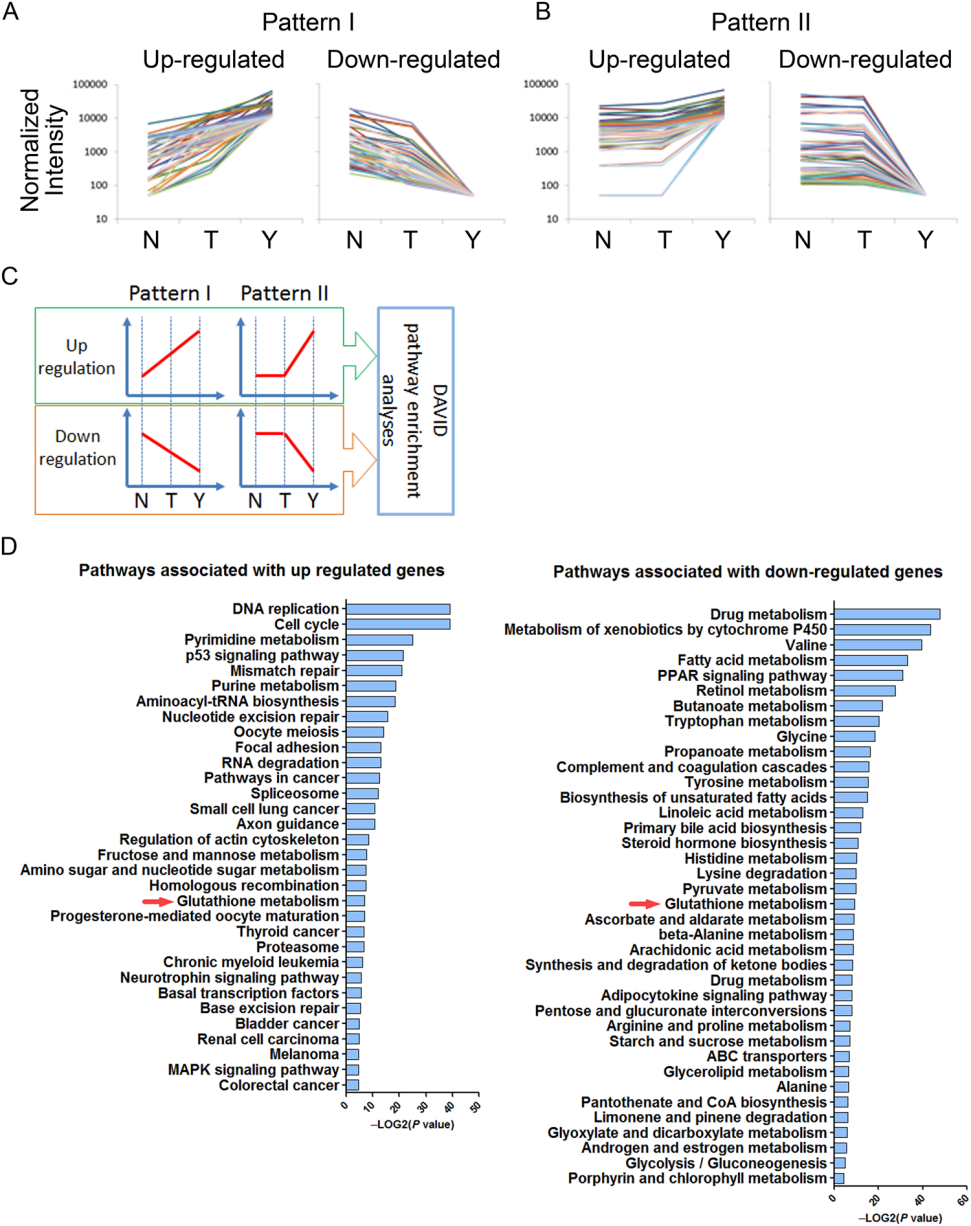
Microarray analysis of Ymac-1 cells. (**A**) Genes that were upregulated (or downregulated) progressively from mouse normal liver (N) to *Gnmt*−/− HCC (T) to Ymac-1 (Y) were categorized to pattern I. (**B**) Genes that were upregulated (or downregulated) only in Ymac-1 were categorized to pattern II. (**C**) Schematic illustration of pathway enrichment analyses. (**D**) Pathways that significantly associated with altered genes. Only the glutathione metabolism pathway showed significant association with both up- and down-regulated genes.

### G6PD is associated with CSC-like characteristics

Microarray result showed that G6pd expression was up-regulated progressively from normal liver to HCC and to Ymac-1 (pattern I). These observation were confirmed by real-time PCR (Fig. 6A). To study the effects of G6pd on the characteristics of sarcomatoid HCC, we knocked its expression down in Ymac-1 cells (Fig. 6B). No obvious change in morphology was observed in G6pd-knock down Ymac-1 cells (Supplementary Fig. 5A). The proliferation rate was not affected by G6pd depletion (Fig. 6C). Regarding the markers of EMT and CSC, knocked G6pd down in Ymac-1 cell resulted in significant reductions in the expression of CSC markers such as CD13, CD90 and CD133, while only slight changes (although the differences were statistically significant) in Slug, Snail and N-cad (EMT markers) were observed (Fig. 6D,E). Moreover, the sphere forming and tumorigenic abilities of Ymac-1 cells were reduced significantly upon G6pd depletion (Fig. 6F,G). Pathological examination revealed a sarcomatoid appearance of allograft tumors formed from G6pd knock down Ymac-1 cells (Supplementary Fig. 5A), which was consistent with our previous finding that G6pd depletion caused vague changes on the expression of EMT markers. A notable reduction in CD133, but not CK7 and Vimentin, expression was observed in G6pd knocked-down Ymac-1 tumor, which further supported the notion that G6pd is associated with CSC-like characteristics (Supplementary Fig. 5B–D).

**Figure 6:**
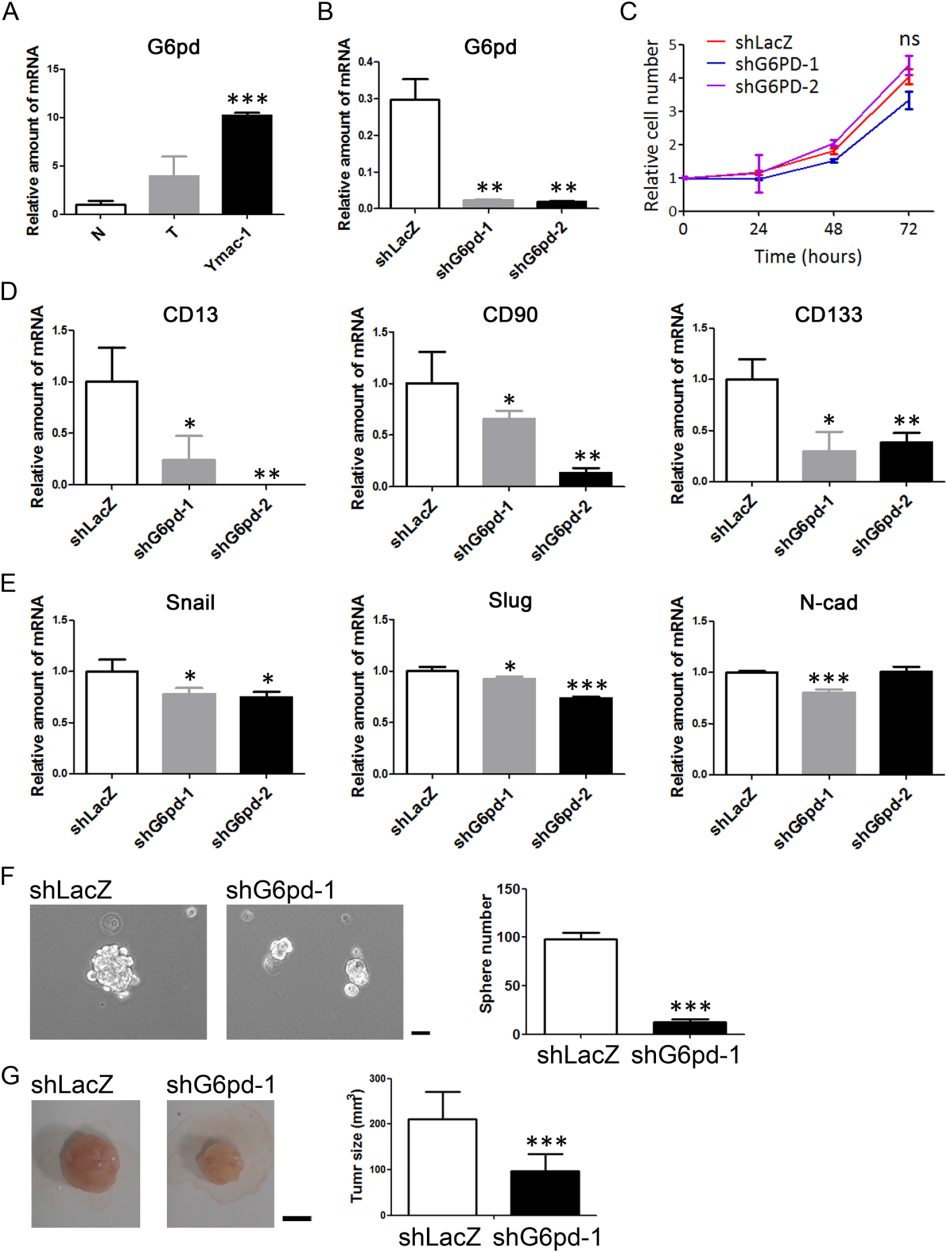
G6pd is associated with CSC-like characteristics of Ymac-1. (**A**) Determination of G6pd mRNA expression in normal liver (N, n = 4), HCC tissues from *Gnmt*−/− mice (T, n = 4) and Ymac-1 cells. (**B**) Determination of G6pd mRNA expression in G6pd knockdown (shG6pd-1 and shG6pd-2) and control (shLacZ) Ymac-1 cells. (**C**) Proliferation assay of cells in (**B**). ns, non-significant using one-ANOVA test. (**D**–**E**) mRNA expression levels of CSC (CD13, CD90 and CD133) and EMT (Snail, Slug and N-cad) markers in G6pd knockdown cells. (**F**) Sphere-forming efficiency of G6pd knockdown Ymac-1 cells. n = 4. Bar: 50 μm. (**G**) Tumorigenicity of G6pd knockdown Ymac-1 cells. n = 8 Bar: 50 mm. Data is presented as mean ± s.d. *P < 0.05, **P < 0.01 and ***P < 0.001, using Student’s t-test.

To further determine the clinical relevance of G6PD and CSC-like characteristics in HCC, we conducted expression analyses of G6PD and CD133 based on real-time PCR data derived from human HCC cohorts. Up-regulation of G6PD and CD133 were observed and well correlated with pathological stage in HCC specimen (Fig. 7A,B and Supplementary Table 3). Lower expression of G6PD or CD133 were significantly associated with better disease-free survival and overall survival in these patients (Fig. 7C–F and Supplementary Table 4). Notably, a statistically significant positive correlation was found between G6PD and CD133 mRNA levels in tumor tissues (r = 0.62; *P* < 0.0001, Fig. 7G).

**Figure 7:**
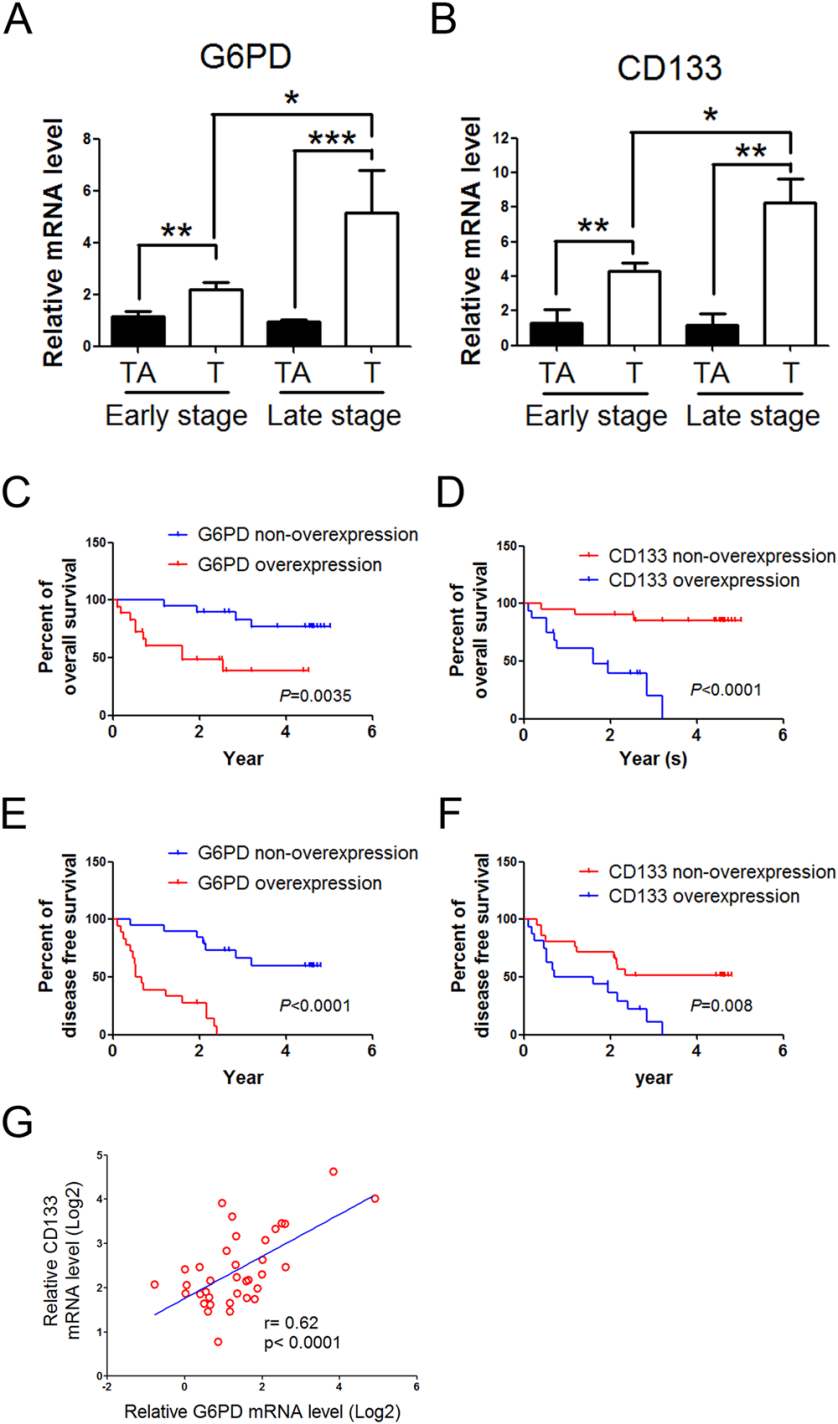
The positive correlation between G6PD and CD133 expression levels in HCC patients. (**A**,**B**) The expression of G6PD and CD133, respectively, in patients with HCC by real-time PCR. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, using Student’s t-test. (**C**–**F**) Kaplan-Meier analysis of overall survival (**C** and **D**) and disease-free survival (**E** and **F**) in 37 HCC patients with low or high G6PD (**C** and **E**) or CD133 (**D** and **F**) expression. The *P* values were calculated using the log rank test. (**G**) Pearson correlation analysis of G6PD and CD133 mRNA levels in tumor tissues.

## Discussion

In this study, we established a liver cancer cell line from *Gnmt*−/− mice and designated it as Ymac-1. Although Ymac-1 cells expressed hepatocyte and HCC markers, this cell displayed elongated, irregular fibroblastoid morphology. Histological examination of the allograft tumor formed from Ymac-1 cells revealed a sarcomatiod appearance. Positive of CK7/CK8 staining indicated that Ymac-1 is a sarcomatoid HCC cell line. Further studies demonstrated that Ymac-1 cells displayed EMT phenotypes and contained a substantial population that possessed CSC-like properties, which resemble the clinical observations of sarcomatoid HCC.

It is interesting to note that almost all pathological examination of the liver tumor from *Gnmt*−/− mice showed typical HCC appearance with severe fatty change rather than sarcomatoid HCC phenotype. Then why do Ymac-1 cells possess characteristics of sarcomatoid HCC? Two factors might contribute to the sarcomatoid appearance. First, it has been proposed that stem cell/progenitor cells in *Gnmt*−/− mice liver take the place of hepatocyte for replenishing the liver parenchyma and ultimately form liver tumors^23^. Therefore, it is reasonable that liver tumor from *Gnmt*−/− mice should be highly heterogeneous with substantial stem cells/progenitor cells-like subpopulations that could further differentiate to different cell types. Second, the process of primary culture is bona fide a selection process. Only those cells possess strong growth capability and survivability that could be sustained for a long time. Thus, it is sensible to imagine that the population possess stem cells/progenitor cells properties which will be enriched during the primary culture process. Our culture condition seems to favor the commitment of mesenchymal lineage. The notion was strengthened by the following observation. We established two other cell lines from the liver tumor of *Gnmt*−/− mice. The Ymac-4 and Ymac-5 cells, established by the same condition as Ymac-1 cells, also showed an elongated, irregular fibroblastoid cell morphology. A cholangiocarcinoma-like appearance with spindle shape cell morphology was found in the allograft tumor formed from Ymac-4 cells. The morphology of allograft tumors from Ymac-5 cells was a mixture of sarcomatous (major) and adenocarcinomatous (few foci) elements (Supplementary Fig. 6). The other interesting question is whether *Gnmt* deficiency play crucial role for developing sarcomatoid morphology of Ymac series cell lines? We had reintroduced human GNMT back into Ymac-1 cells. However, compared to GFP overexpressed control Ymac-1 cells, neither the cell/tumor morphologies nor the expression profile of EMT/CSC markers were changed in GNMT overexpression Ymac-1 cell (data not shown). These results indicated that reintroducing GNMT back into Ymac-1 cell cannot change phenotype from sarcomatoid to ordinary HCC. Nonetheless, these findings also cannot exclude the possibility that GNMT deficient liver progenitor/stem cells are more susceptible for transdifferentiation into sarcoma-like cells; and further investigation is needed to evaluate the role of GNMT in this transdifferentiation.

To the best of our knowledge, only two sarcomatoid HCC cell lines have been reported. Kim *et al*. established a cell line, designated as SH-J1, from a patient that was diagnosed as sarcomatoid HCC with negative for serologic markers of hepatitis B and C virus^30^. Tai and his colleagues reported the other sarcomatoid HCC cell line and designated as SAR-HCV which was established from a liver lesion of a patient with HCV-related liver tumor^31^. There are plenty reports utilizing SH-J1 cell for studies related to HCC tumorigenesis, EMT and drug development^32–34^. SH-J1 and Ymac-1 both have spindle morphology, express EMT markers such as N-cadherin and Vimentin, and are tumorigenic on immunodeficient mice. In addition, several genes expressed similarly in SH-J1 and Ymac-1 were also observed (Supplementary Table 5). However, the CSC-like characteristics have never been determined in SH-J1 cell. In present study, we demonstrated that Ymac-1 cell not only displays EMT characteristics, but also possesses CSC-like properties. The side population (SP) of commonly used human HCC cell lines are ranged from 0% to 2%^35^. Ymac-1 cells contain SP cells in ~2.5%. Thus Ymac-1 can be considered as a relatively high SP cell model.

It is noteworthy that Ymac-1 originated from mouse that lacked Gnmt, an important enzyme with tumor suppressive function and is highly down-regulated in HCC^20^. The liver cancer of *Gnmt*−/− mice has an ordinary HCC morphology^21^. Since they have the same genetic background, the comparison of gene expression profile between Ymac-1 and *Gnmt*−/− liver tumor would provide insight into the underlying mechanism for sarcomatoid HCC formation. Ymac-1 and *Gnmt*−/− liver cancer can also serve as good models for identifying specific markers and/or therapeutic targets for sarcomatoid HCC. In addition, Ymac-1 is capable of forming tumors (both orthotopic and subcutaneously) in B6 mouse. Therefore, Ymac-1 will be an excellent cell for studying the interaction between sarcomatoid HCC and host immune-system or tumor micro-environment in *in vivo* models which are more close to clinical conditions.

Although sarcomatoid HCC has been considered as a rare histologic variant of HCC^36^, it is believed that it was underestimated due to the highly heterogeneous nature of HCC and the lack of diagnostic modalities for sarcomatoid HCC. More importantly, the potential therapeutic targets for sarcomatoid HCC have not been investigated thoroughly. Here, we used Ymac-1 cell as a sarcomatoid HCC model for microarray analysis and identifying genes highly and specifically expressed in Ymac-1 cells. This information could be useful for developing biomarkers and therapeutic modalities for sarcomatoid HCC. As a demonstration, we investigated the correlation between G6PD and characteristics of sarcomatoid HCC. G6PD, the first and rate-limiting enzyme of PPP pathway, has been reported to overexpress in HCC specimen and its expression correlates well with pathological stage and poor survival^37^. We observed same correlations in this study. Interestingly, depletion of G6PD in Ymac-1 cells led to substantial reduction in the expression of CSC markers, the sphere formation ability and the tumorigenesis. A significant correlation between the expression of G6PD and CD133 was also observed in human HCC specimen. These findings suggested that G6PD could hold the potential for targeting sarcomatoid HCC as well as CSC-like population in HCC, which is crucial for tumor initiation, drug resistance and relapse. An early study has demonstrated that inhibition of G6PD reduced carcinogenesis in experimental rat model by decreasing the growth and progression of persistent liver nodules^38^. Thus, it is reasonable and worthy to explore the feasibility and applicability of combination of G6PD inhibition and conventional HCC therapies.

## Materials and Methods

### Primary culture

All mice were kept in a 12-hour light-dark–cycle room with water and standard mouse pellet chow. All animal experiments were performed in accordance with the Laboratory Animal Welfare Act, Guide for the Care and Use of Laboratory Animals evaluated and approved by the Institutional Animal Care and Use Committee of Kaohsiung Medical University. Liver tumor from a 22 month old *Gnmt*−/− mouse was separated and divided into several parts for pathological examination, DNA/RNA/protein analyses, and primary culture. Detail procedure was described in Supplementary Materials and Methods.

### Allograft tumor morphology and tumorigenesis assay

All allograft tumor formation assays were carried out as described previously^39^. The NOD-SCID mice (6–8 week old, male) were obtained from National Laboratory Animal Center (NLAC), National Applied Research Laboratories (NARL), Taiwan. The mice were maintained in Specific Pathogen-Free (SPF) environment at Laboratory Animal Center of Kaohsiung Medical University. Mice were intrahepatically or subcutaneously (in the right flank of legs) inoculated with 1 × 10^6^ cells using 50% matrigel (Life Technologies). Eight weeks after inoculation, all the mice were sacrificed. The tumor size was measured every 2–3 days by using caliper and tumor volume was calculated as: L × W^2^ × 0.5, where L is the longest diameter and W is the shortest diameter. For tumorigenesis assay, different amount of Ymac-1 cell (from 100 to 10,000) were injected into NOD-SCID mice subcutaneously. Mice were sacrificed when 1) tumor size reach to 200 mm^3^ or 2) four months after inoculation. Allograft tumors were collected and cut into pieces for H&E and IHC staining, and for DNA, RNA, and protein analyses.

### RNA isolation, reverse transcription and real-time PCR

Detail procedure was described in Supplementary Materials and Methods. The primer pairs used are shown in Table 1.

**Table 1:** List of real-time PCR primers used in the study.

GENE	FORWARD PRIMER(5′->3′)	REVERSE PRIMER(5′->3′)
CD90	ATCCCCCAGACAGCGAGAGT	GCCTGCCCCTGAGATTAGG
Oct4	CTGTAGGGAGGGCTTCGGGCACTT	CTGAGGGCCAGGCAGGAGCACGAG
Nanog	AGGGTCTGCTACTGAGATGCTCTG	CAACCACTGGTTTTTCTGCCACCG
Sox2	TAAGGGTTCTTGCTGGGTTTT	AGACCACGAAAACGGTCTTG
Grp78	TCTTGCCATTCAAGGTGGTTG	TTCTTTCCCAAATACGCCTCAG
CD44	AGCTGACGAGACCCGGAAT	GCGTAGGCACTACACCCCAAT
CD133	GGCTGGGTGGCTTGATTGT	CAGCAAGCCCAGGAAAAAGA
CD13	CCGCCCCTCCGAGTTTA	AGTGATCCTCCTGTCCACTTTTG
Glypican 3	CCAACGCCATGTTCAAGAATAAC	TGAAAAATTCACCGACAAACTCAA
Survivin	CCTACCGAGAACGAGCCTGAT	GGGTTCCCAGCCTTCCAA
Afp	TCTGCTGGCACGCAAGAAG	TTGCAACTCTCGGCAGGTT
Gnmt	GTTGACGCTGGACAAAGA	AGCCTGTGCTGAGGATA
Gapdh	TCACCACCATGGAGAAGGC	GCTAAGCAGTTGGTGGTGCA
Albumin	GAAAACCAGGCGACTATCTCCA	TGCACACTTCCTGGTCCTCA
E-cadherin	ACTGTGAAGGGACGGTCAAC	GGAGCAGCAGGATCAGAATC
N-cadherin	GGCAGAAGAGAGACTGGGTC	GAGGCTGGTCAGCTCCTGGC
Vimentin	ACTCACCTGTGAAGTGGATGC	TGGTATTCACGAAGGTGACG
Snail	TGTCCAGAGGCTACACCTCA	CTCACTGCCAGGACTCCTTC
Slug	GATGTGCCCTCAGGTTTGAT	ACACATTGCCTTGTGTCTGC
G6pd	GCATCATCGTGGAGAAGC	TGTTGGCAAACCTCAGC
G6PD (human)	CAACATCGCCTGCGTTA	CTTGACCTTCTCATCACGG
TBP (human)	CAGAAGTTGGGTTTTCCAGCTAA	ACATCACAGCTCCCCACCAT

### Western blotting

Cell and tissue lysates preparation and Western blotting were performed as described previously^39^. Detailed procedure can be found in Supplementary Materials and Methods. The antibodies used were: Mouse-Anti-GNMT monoclonal antibody^40^; Goat-Anti-vimentin polyclonal antibody (Santa Cruz); Rabbit-Anti-N-cadherin polyclonal antibody (Abcam); Rat-Anti-E-cadherin monoclonal antibody (Abcam); Mouse-Anti-GAPDH (Millipore).

### Immunohistochemical (IHC) Staining

Detailed procedures for IHC staining have been described previously^39^. Signals were visualized using SuperPicTure™ Polymer Detection kits (Life Technologies). The antibodies used were: Rabbit-Anti-Cytokeratin 7 polyclonal antibody (Novus); Rat-Anti-Cytokeratin 8 monoclonal antibody (DSHB); Goat-Anti-Vimentin polyclonal antibody (Santa Cruz).

### Cell proliferation assay

Cells were seeded in a 96 well plate (1,000 cells per well) in at least triplicate for each experiment. At indicated time point, alamar Blue® (10%, Thermo Fisher Scientific) reagent was added and further incubated for 4 h at 37 °C. Fluorescence of the reduced alamar Blue® was measured by microplate reader (Synergy HT, BioTek Instruments). The amount of fluorescence for each group was normalized to the next day of seeding (day1) and shown as fold increase. All data are presented as mean ± SD.

### Proteomic experiment

Ymac-1 and Hepa1-6 cells were seeded for 24 hours, washed with PBS, then cultured in serum free DMEM for additional 24 hours. The cultured medium was collected and centrifuged at 2,000 rpm, 4 °C for 5 min (Allegra™64R, Beckman). The supernatant was concentrated using Vivaspin concentrators (3,000 Da molecular-weight cutoff) (Sartorius) at 3,000 × g for 15 min (4 °C). Concentrated samples were separated by SDS-PAGE. Coomassie Brilliant Blue R-250 was used to stain the gel. The digested sample preparation, mass spectrometry (MS) analyses and protein identification and quantification were performed as described previously^41^.

### Wound healing assay

Cell culture migration insert (ibidi) was placed into six-well plate. Cells were trypsinized and resuspended in complete tissue culture medium and were placed into each side of the insert. The inserts were removed 24 hours later and pictures were taken once every three hours.

### Sphere formation assay

Cells were washed with PBS to remove serum and suspended in serum-free DMEM/F-12 medium with N2 supplement (Life Technologies), 20 ng/ml EGF and 20 ng/ml basic-FGF (Peprotech). Cells were subsequently cultured in ultra-low attachment plates (Corning) for 2 weeks to allow tumor sphere formation. The spheres were counted under microscope. For sphere passage, spheres were collected and dissociated by trypsin, then cultured as mentioned above.

### Soft agar assay

For the soft agar assay, a bed of 0.6% agar in DMEM/10% FCS (bottom agar, SeaKem) was prepared in 3.5 cm culture dishes. Different numbers of cells were mixed with 0.3% agar in DMEM/10% FCS (top agar) and poured onto the 0.6% agar bed. Fresh medium was added periodically. The number of foci was counted after 3 weeks.

### Side-population (SP) assay

The protocol was based on Goodell *et al*.^42^ with slight modifications. Briefly, cells were incubated in prewarmed DMEM/2% FBS containing freshly added Hoechst 33342 (5 μg/mL final concentration) (Sigma-Aldrich) for 90 minutes at 37 °C with intermittent mixing. In some experiments, cells were stained with the Hoechst dye in the presence of Verapamil (100 μM, Sigma-Aldrich). After incubation, cells were collected by centrifugation and resuspended in ice-cold PBS. Cells were stained with propidium iodide (10 μg/mL final concentration) for dead cell discrimination. Cells were subjected to analysis using FacsAria (BD Biosciences).

### Microarray analysis

Total RNA was extracted as described previously. The RNA quality was accessed using Agilent 2100 Bioanalyzer (Agilent Technologies). One μg total RNA samples and Cy5 dyes (Amersham Pharmacia) were used to prepare fluorescent antisense RNA (aRNA) by using OneArray® Amino Allyl aRNA Amplification Kit (Phalanx Biotech Group). Fluorescent aRNA were hybridized to the Mouse Whole Genome OneArray® with Phalanx hybridization buffer using Phalanx Hybridization System. Detail procedure is described in Supplementary Materials and Methods. The microarray data are available at GSE88827. The spots with log2 ratio ≥ 1 or log2 ratio ≤−1 and *P* value < 0.05 are tested for further analysis. Differentially expressed genes were annotated and pathway enrichment analysis was performed by using DAVID Bioinformatics online tools (Database for Annotation, Visualization and Integrated Discovery; http://david.abcc.ncifcrf.gov/)^43^.

### Knock down experiment

Lentiviral plasmids encoding different shRNAs for *G6PD*: shG6PD-1 (5′-GAGGAGTTCTTTGCCCGTAAT-3′) and shG6PD-2 (5′-ACGTGGTCCTTGGCCAATATG-3′), the control plasmids for the RNA interference (pLKO.1-shLacZ), the packaging plasmid (pCMV-ΔR8.91), and the envelope plasmid (pMD.G) were obtained from National RNAi Core Facility, Academia Sinica, Taiwan. Lentivirus production, infection and stable cell selection were carried out according to the protocol published on the web site of RNAi Core (http://rnai.genmed.sinica.edu.tw/). Detailed procedure is described in Supplementary Materials and Methods.

### Hepatocellular Carcinoma (HCC) patients

The RNA samples of HCC patients were obtained from Taiwan Liver Cancer Network (TLCN, http://tlcn.nhri.org.tw/TLCN/index.jsp). Informed consent was obtained from all the patients before they received surgery. In addition, clinical and pathological data including duration of survival were provided by TLCN. This study was approved by the Institutional Review Board of Kaohsiung Medical University Hospital and the user committee of TLCN. Detailed characteristics of all patients are summarized in Supplementary Tables 3 and 4.

### Statistical Analysis

All data were analyzed using GraphPad Prism 5.01 software (La Jolla, CA, USA) and *P* value < 0.05 was considered to be statistically significant. Statistical analyses were made by using Student’s t test and one-way ANOVA with Tukey’s post-test or a post-test for linear trends. Repeated measurement ANOVA was applied for the comparison of migration distance in wound healing assay. The Kaplan-Meier estimation method was used for survival analysis, and a log-rank test was used to compare differences. *P* values for significance are indicated as follows: *P < 0.05; **P < 0.01; ***P < 0.001.

## Electronic supplementary material

Supplementary materials

How the deposited data were processed for this re-analysis (not part of the article)

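RNA from normal liver of a wild type mouse, from HCC tissue of a Gnmt−/− mouse and from Ymac-1 cells was measured on 3 OneArrays, 1 per condition. The authors amplified 1 µg of total RNA into labelled antisense RNA and read it in Cy5. The deposited values are linear intensities for 26423 probes per array, already background-subtracted by the authors and so partly below 0. The scanner, the background step and the scaling between arrays are not given in the sources used here. The paper's figure calls its axis normalized intensity. The highest values were 62336 in normal liver, 65666 in HCC and 65839 in Ymac-1, close to the 65535 at which many scanners end, and 2, 6 and 3 probes lay above 60000. The number of arrays limits the precision of every value.

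Gene names came from the platform annotation. 21876 probes had 1 gene symbol, 0 had several and 4547 had none, and unnamed probes were left out of gene counts. The Entrez ID of 21825 named probes was found in the NCBI gene table of the mouse assembly GRCm38.p6, and 0 symbols had to be updated. This gave 19084 genes, 16660 with 1 probe and 2424 with several. For these, the probe with the highest mean log2 value stood for the gene. Where a gene had several probes above the floor, the median range between its probes was 0.33 for HCC minus normal liver and 0.83 for Ymac-1 minus HCC on the log2 scale. Gapdh has no probe under its name in this annotation and was not analysed here. A further planned gene is not reported here.

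The deposited scaling was kept. Intensities under 50 were set to 50 before the log2 step, since values at or below 0 have no logarithm. The plan held this floor for the named genes and as an alternative for the counts, and it became part of every result after the files showed such values. A gene was called higher or lower at a log2 difference of 1 or more in size. Pattern I took genes with both steps past the threshold in one direction. Pattern II took genes with both Ymac-1 differences past it and HCC minus normal liver within it. The P value that the methods add to the ratio was not used here, since 1 array per condition gives none. 49 gene lists were written from the paper and general knowledge before the data were examined, and so were the counting rules and the rule for the genes named in the text. That rule takes every gene the paper names, the 6 genes of each pattern with the largest smaller step among genes above the floor on all arrays, and the 2 highest and 2 lowest measured members of each list in each comparison. The members of the glutathione list in the patterns, and single genes given as examples of a count, were named beyond it after their values were seen. For each list, the median log2 difference and the number of members in the up and down lists were set beside 10000 random lists of the same size, drawn with a fixed seed from genes in the same of 20 bins of mean log2 value. A list was taken to stand apart outside the central 95%, as a description of these arrays.

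The pattern rules were tested on simulated data, in which all 25 of 25 genes planted in each pattern were found at log2 steps of 1.50 and of 3 and 0 unchanged genes of 19084 were called. The simulated noise was an assumed SD of 0.150 on the log2 scale, so this checks the code and says nothing of the error rate on these arrays. A planted list of 30 genes came out at percentile 100, and 4 of 200 unplanted lists fell outside the central range. The alternatives were other thresholds, quantile normalization, centring each array on its median, the mean of a gene's probes, counting probes, a filter on dim genes and other definitions of both patterns. Upper quartile scaling, other floors and random lists drawn from all genes were added after seeing the data. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.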

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

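The tests of explanations in this part, and the rule that picked these groups, were chosen only after the results had been seen, while the gene lists and their medians were planned. Stress genes, oncofetal genes and markers of macrophages, neutrophils, stellate cells and red blood cells lie outside the genes the paper discusses, apart from 3 oncofetal genes, and their median log2 difference of HCC over normal liver stood above the central 95% of matched random lists both as deposited and after quantile normalization. The stress and immediate-early genes had a median of 1.98 (1.29 after quantile normalization and 0.60 with each array centred on its median), with 18 of 21 higher in HCC. Fos, an immediate-early transcription factor gene, read 163 in normal liver and 2651 in HCC, and Dusp1 295 and 2850.4. The imprinted and oncofetal genes had a median of 1.62 (0.89 and 0.35 in the same order), led by Igf2.

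Markers of some cells other than hepatocytes were high in the HCC array, with medians over normal liver of 1.57 for macrophage and Kupffer cell markers, 1.57 for neutrophil markers, 1.11 for stellate cell and fibroblast markers and 3.01 for 5 erythroid markers, and for endothelial markers 1.04 (0.20 after quantile normalization and -0.23 with each array centred on its median). Fewer markers were higher in HCC for T and NK cells (4 of 20), B and plasma cells (2 of 16) and adipocytes (2 of 9), but 12, 6 and 5 of these lay at or under the floor there and none was lower. Cd68 of macrophages read 160.0 in normal liver and 1183 in HCC, S100a9 of neutrophils 149.8 and 2431, Hbb-b1 of red blood cells 347 and 5294, while Marco of Kupffer cells was lower, at 693 and 229. The median over all 80 markers was 1.21 as deposited and 0.64 after quantile normalization (percentile 100 of matched random lists). This cannot decide whether scaling between the arrays was the whole cause. All of these groups but the endothelial markers were picked because they also stood high after quantile normalization. That scaling left 0.88 for macrophage, 0.70 for neutrophil, 0.61 for stellate cell and 2.39 for erythroid markers. Centring each array on its median left 0.17 for macrophage, 0.51 for neutrophil, 0.00 for stellate cell and 1.65 for erythroid markers. In that setting the median of the genes above the floor on all 3 arrays was -0.75. RNA of such cells in the tumor tissue, which a cell line lacks, cannot be told apart from a loss of liver transcripts in the line, since 76.8% of the markers above the floor in HCC (53 of 69) lay at or under it in Ymac-1, against 17.8% of all genes but 64.5% of the hepatocyte markers above it in HCC. Whether the tumor held more of these cells than the liver, more blood, or more of these transcripts per cell was not tested.

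More genes were higher than lower in the HCC array than in the normal liver array. An overall difference in brightness that covers most genes is a candidate explanation. Of 5656 genes above the floor on all arrays and within the threshold, 86.6% had a difference above 0, with a median of 0.49. With 89.4% of all genes above the floor on all arrays already higher, this share could not have been low, so it is no separate support. A few genes taking most of the signal of the liver array is argued against, because the share of its brightest genes leaves an offset of 0.19 for the rest at most. The first tests of both, on all genes (89.4% above 0) and on the share of signal, were replaced after their values were seen. More of most mRNAs per amount of RNA in the tumor cannot be told apart from scaling with 1 array per condition, and the offset was 0.55 among the brightest genes and 0.71 among the dimmest.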

How the results depend on the processing

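The scaling between the arrays moved the HCC against liver counts most, and the cause of each change below was not tested except where the setting itself makes it. Quantile normalization gave pattern I up 251, pattern I down 202, genes higher in HCC than normal liver 916 and genes lower in HCC than normal liver 626. Centring each array on its median gave pattern I up 186, pattern I down 642, genes higher in HCC than normal liver 502, genes lower in HCC than normal liver 2874, genes higher in Ymac-1 than HCC 4395 and genes lower in Ymac-1 than HCC 1868. Scaling to the upper quartile, chosen after seeing the data like the floors other than the main one, gave pattern I up 272, pattern I down 293, genes higher in HCC than normal liver 955 and genes lower in HCC than normal liver 701. A floor of 1 gave pattern I up 1556, pattern I down 137, pattern II down 2027, genes higher in HCC than normal liver 7225, genes lower in HCC than normal liver 674, genes higher in Ymac-1 than HCC 4339 and genes lower in Ymac-1 than HCC 5327, since it counts differences between values under the background. Thresholds changed the counts by construction. A log2 threshold of 0.58 gave pattern I up 1872, pattern I down 174, genes higher in HCC than normal liver 6012 and genes lower in HCC than normal liver 302, and one of 2 gave pattern I up 86, pattern I down 15, pattern II up 967, genes higher in HCC than normal liver 563, genes lower in HCC than normal liver 48, genes higher in Ymac-1 than HCC 1072, genes lower in Ymac-1 than HCC 1506, glutathione members up 5 and down 7. Asking only that the whole difference pass the threshold gave pattern I up 3554 and pattern I down 535. These were the counts that moved by more than 1.5 times. The glutathione list against matched lists in HCC over liver turned to 0.11 with median centring and 0.04 with the upper quartile, and the pentose phosphate list to 0.09 and 0.04. Among the genes of the text, median centring turned HCC over liver for Ccnd2 -0.31, Cmpk2 -0.24, Cux2 -0.13, Dcn -0.29, Flt1 -0.16, Lig1 -0.15, Mcm6 -0.35, Rars -0.22 and Rrm2b -0.05, and the mean of a gene's probes turned Ymac-1 over HCC for Ccne2 to 0.73. All other gene differences kept their direction or were below the threshold, with 154 little moved and 122 moved by quantile normalization, and 267 and 8 by the mean of a gene's probes. The number of list shifts outside the central range was 32 and lay between 30 and 38 over all settings. The filter on genes above the median of all values removed no counted gene, since that median lies under the floor. The planned floor is the main setting and gave no separate value. Signal over background limits these arrays, as 11684 of 19084 genes rise above the floor on any of them, and folds against the floor are bounds. No paired analysis was possible because each condition has a single array and the arrays share no animal or batch number.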

Differences from the paper's values

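No count of pattern I or II differed from the paper's by more than 1.5 times in the main setting. The paper finds glutathione metabolism enriched among the genes higher and among the genes lower by DAVID, a test not run here. The counts below use gene lists written from general knowledge and random lists matched on mean log2 value, so the measures are unlike. Here the number of glutathione members in the up lists lay within the central range of matched random lists (percentile 68.0). That in the down lists lay above it as deposited (percentile 99.7), though not after quantile normalization (96.7), with median centring (92.1) or at a threshold of 2 (93.2). No setting run here placed the up lists beyond the central range, and the nearest was random lists drawn from all genes (percentile 96.4, mean 7.25), which was chosen after seeing the values. Fig. 5D lists focal adhesion and matrix interaction among the pathways of the higher genes. Here that list lay within the range of matched random lists as deposited and after quantile normalization, and beyond that of random lists drawn from all genes, chosen after seeing the values (mean 10.8). Fig. 5D also lists the proteasome, which lay beyond the range as deposited but not after quantile normalization. The paper reports by other assays on other RNA that Glypican-3 is higher in Ymac-1 than in tumors of Gnmt−/− mice. On these arrays Gpc3 read 45.9 in normal liver, 539 in HCC and 94.1 in Ymac-1, a log2 difference of -2.52 between Ymac-1 and HCC, and no setting reversed it. Fig. 3A shows E-cadherin mRNA highest in normal liver, where Cdh1 here read 48.2 in normal liver, 817 in HCC and 217 in Ymac-1, with HCC above liver in every setting. The lower level in Ymac-1 than in HCC matches the paper's protein result. The paper describes a notable level of albumin mRNA in Ymac-1 beside spleen and brain, tissues not on these arrays, and far below normal liver. The Alb probe read 48.3 in Ymac-1, under the floor. Several other markers of the paper went the way it states. Vim, Cdh2 and Birc5 were higher in Ymac-1 than in HCC by 2.65, 2.85 and 4.70 on the log2 scale, Afp was lower by 3.45, and Gnmt was near or under the floor in HCC and Ymac-1.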

Other observations

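All of the tests of explanations in this part were chosen only after the result had been seen, while the gene lists were planned. Lists of markers drawn up around those the paper measures were divided on these arrays. Of 27 mesenchymal and EMT markers, 5 were higher and 9 lower in Ymac-1 than in HCC (5 and 6 after quantile normalization). The higher ones as deposited included the paper's own Vim and Cdh2. Sparc, a matrix glycoprotein gene, read 251 in normal liver, 2525 in HCC and 4348 in Ymac-1, while Fn1, fibronectin, was 2.10-fold lower in Ymac-1 than in HCC, and the EMT regulators Snai1 and Snai2 read 662 and 758 in HCC and 368 and 330.4 in Ymac-1. Of 27 epithelial markers 6 were higher and 9 lower (7 and 8 after quantile normalization). Cldn1, of tight junctions, read 1477 in normal liver, 4078 in HCC and 121 in Ymac-1, and Epcam, an adhesion molecule of epithelial progenitors, 66.5, 382 and 0.541 in the same order. Of 24 cancer stem cell markers 5 were higher and 9 lower in Ymac-1 than in HCC (5 and 8 after quantile normalization). Cd44 read 26.3 in normal liver, 84.6 in HCC and 371 in Ymac-1 and Klf4 15.0 in normal liver, 167 in HCC and 869 in Ymac-1, whereas Prom1, which encodes CD133, read 101 in normal liver, 178 in HCC and 117 in Ymac-1, and another of its probes read 123 in HCC and 235 in Ymac-1. Thy1, Anpep and Hspa5 were at least 2.62-fold, at least 3.09-fold and 2.57-fold lower in Ymac-1 than in HCC. Nanog and Sox2 lay at or under the floor on all arrays, and the Pou5f1 probe read 1346 in normal liver, 2359 in HCC and 9.05 in Ymac-1. Fig. 1H measures protein in culture supernatants of Ymac-1 and Hepa1-6 cells, whereas the arrays compare RNA of Ymac-1 with that of HCC tissue. Of 20 genes for those plasma proteins, 1 was higher and 16 lower in Ymac-1 than in HCC. The higher one was Fbln2, a matrix protein gene, at 18.1 in normal liver, 236 in HCC and 13921 in Ymac-1. A further probe of Birc5 read 4.90 in HCC and 16.9 in Ymac-1, under the floor. Of the 21 genes the paper names, 7 were higher and 9 lower.

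Gluconeogenesis stood apart in the cell line, and glycolysis lay inside the range of matched random lists. Of 20 glycolysis genes 8 were higher and 3 lower in Ymac-1 than in HCC (percentile of the median 88.8). Their median over normal liver in HCC was 1.02 (percentile 99.9), and 0.40 after quantile normalization and 0.00 with each array centred on its median. Pkm, whose M2 form is the pyruvate kinase of fetal and tumor cells, read 309 in normal liver, 2151 in HCC and 29112 in Ymac-1, and Hk2, a hexokinase of tumors, 161 in normal liver, 2946 in HCC and 6077 in Ymac-1. All 9 gluconeogenesis genes were lower in Ymac-1 than in HCC (median over normal liver in HCC 1.11, or -0.29 with each array centred on its median), among them Tat, tyrosine aminotransferase, at 5744 in normal liver, 15316 in HCC and 103 in Ymac-1. Of 8 urea cycle genes 7 were lower, and of 22 genes of methionine and glycine metabolism, where Gnmt acts, 14 were lower and 1 higher, with Sardh at 4922 in HCC and 126 in Ymac-1. Of 24 targets of the antioxidant regulator Nrf2 6 were higher and 4 lower. Slc7a11, the cystine importer, read 11.4 in normal liver, 1608 in HCC and 344 in Ymac-1, and Cbr3 40.5 in normal liver, 3301 in HCC and 254 in Ymac-1. Interferon-stimulated genes were lower in 14 and higher in 1 of 23, with Irf7 at 1678 in HCC and 67.0 in Ymac-1, and acute-phase genes lower in 13 and higher in 1 of 15. Genes of fatty acid synthesis and fat storage were lower in 13 and higher in 3 of 27, with Scd1 at 65666 in HCC, near the ceiling of the scanner, and 6834 in Ymac-1. Cholesterol synthesis had 7 lower and 2 higher of 18, and its median of -0.46 became 0.11 with each array centred on its median. Of 24 ribosomal protein genes 9 were higher and 3 lower, and of 10 reference genes 3 were higher and none lower, with Hprt 2.53-fold higher. T cell and NK cell markers were lower in 6 of 20, B cell and plasma cell markers in 7 of 16 and adipocyte markers in 3 of 9.

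Genes that female mouse liver expresses more than male liver were low in the HCC array, although both animals are labelled female. Of 8 such genes apart from Xist, 7 were lower in HCC than in normal liver and 1, Cux2, was higher, with a median log2 difference of -3.87. A1bg read 7847 in normal liver and 54.6 in HCC, Sult3a1, a sulfotransferase gene, 12254 and 71.7, Hao2 3787 and 103, and Cyp2b13 and its near-identical paralog Cyp2b9 2866 and 2839 in normal liver and 209 and 258 in HCC. Of 7 male-biased genes measured, 2 were higher in HCC, among them Mup20 at 4409 and 21159.8. A tumor from a male mouse under a female label was argued against by Xist as deposited, which differed by 0.11. With each array centred on its median Xist differed by -1.30, where the genes above the floor on all 3 arrays had a median of -0.75. That 0 of 3 Y-linked genes lay above the floor in HCC cannot decide the sex, since no array here is from an animal known to be male. Fewer hepatocytes in the tumor sample was argued against by the hepatocyte markers, whose median difference was 0.43 as deposited and 0.13 after quantile normalization (-0.35 with upper quartile scaling and -0.95 with each array centred on its median), and scaling by the median of -4.49 for the female-biased genes after quantile normalization. A loss of the female pattern of liver expression in the tumor may be followed up as a hypothesis, but Gnmt genotype, tumor and animal differ together between these arrays and were not tested apart.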
